# Time-restricted feeding promotes muscle function through purine cycle and AMPK signaling in Drosophila obesity models

**DOI:** 10.1038/s41467-023-36474-4

**Published:** 2023-02-21

**Authors:** Christopher Livelo, Yiming Guo, Farah Abou Daya, Vasanthi Rajasekaran, Shweta Varshney, Hiep D. Le, Stephen Barnes, Satchidananda Panda, Girish C. Melkani

**Keywords:** Obesity, Obesity

## Abstract

Obesity caused by genetic and environmental factors can lead to compromised skeletal muscle function. Time-restricted feeding (TRF) has been shown to prevent muscle function decline from obesogenic challenges; however, its mechanism remains unclear. Here we demonstrate that TRF upregulates genes involved in glycine production (*Sardh* and *CG5955*) and utilization (*Gnmt*), while *Dgat2*, involved in triglyceride synthesis is downregulated in *Drosophila* models of diet- and genetic-induced obesity. Muscle-specific knockdown of *Gnmt*, *Sardh*, and *CG5955* lead to muscle dysfunction, ectopic lipid accumulation, and loss of TRF-mediated benefits, while knockdown of *Dgat2* retains muscle function during aging and reduces ectopic lipid accumulation. Further analyses demonstrate that TRF upregulates the purine cycle in a diet-induced obesity model and AMPK signaling-associated pathways in a genetic-induced obesity model. Overall, our data suggest that TRF improves muscle function through modulations of common and distinct pathways under different obesogenic challenges and provides potential targets for obesity treatments.

## Abstract (web summary)

Time-restricted feeding (TRF) can prevent muscle function decline from obesogenic challenges. Here, the authors reveal that TRF improves muscle function through modulations of common and distinct pathways in diet- and genetic-induced obesity models.

## Introduction

Obesity is a global and public health problem linked to various comorbidities^1^. Major contributors to obesity include living a lifestyle comprised of high-caloric diets and having a genetic predisposition to the disease^2–4^. The skeletal muscle plays a crucial role in metabolism as it is the major tissue responsible for glucose uptake from the blood^5^. Muscle dysfunction due to obesity can lead to insulin resistance and reduced energy levels^6^. Indeed, intramyocellular lipids or intramyocellular triglycerides (IMCL/IMTG) catalyzed by diacylglyceride acyltransferase 2 (DGAT2) deposited within skeletal muscle cells can be harmful if not routinely depleted as observed in athletes^7^. In addition, truncal adiposity has been associated with increased levels of S-adenosylmethionine (SAM) in overfed humans^8^. SAM is a universal methyl donor involved in various physiological processes and increased levels have been observed to be a pathogenic catalyst that requires regulation from entities such as glycine N-methyltransferase (GNMT). GNMT converts SAM to sarcosine with the help of glycine, which can be produced via sarcosine dehydrogenase (SARDH)^9^.

The primary driving force behind muscle metabolism relates to supplying energy needed for muscular contractions. Adenosine triphosphate (ATP) helps maintain muscle fiber contraction and ATP is regulated by metabolic pathways such as AMPK-signaling and the purine cycle. AMPK generally acts as a central sensor of energy status (AMP/ATP and ADP/ATP ratios) and maintains energy balance by regulating downstream anabolic and catabolic pathways^10^. In skeletal muscle, activation of AMPK has been shown to improve glucose uptake and insulin sensitivity^11^ under obesogenic pressure^12^, while chronic activation of AMPK increases muscle fiber oxidative capability by enhancing mitochondrial biogenesis^13^. Meanwhile, the purine cycle helps maintain appropriate energy levels during exercise through ATP formation in the adenylate kinase reaction, enhancement of glycolysis, and anaplerosis through the production of fumurate^14^. Insight into muscle function, metabolism, and energy production continues to be a growing topic of interest as new studies continue to emerge^15,16^.

*Drosophila melanogaster* (fruit fly) is an amenable model for studying human metabolic diseases as mechanisms associated with nutrient sensing, energy utilization, and energy storage are mostly conserved^17^. We have previously studied obese *Drosophila* by using a high-fat diet-induced obesity model (HFD) and a genetic-induced obesity model (flies lack *sphingosine kinase 2; Sk2* mutant)^18^. Both obesity models displayed skeletal muscle dysfunction, accumulation of aberrant lipids, insulin resistance as well as mitochondrial defects^18^. An intervention known as time-restricted feeding (TRF) has been shown to regulate gene expression and gene rhythmicity leading to the amelioration of obesity and metabolic dysfunction^18,19^. Imposing TRF on *Drosophila* subjected to obesogenic challenges attenuated the adverse effects of obesity shown by improved muscle performance, reduced intramuscular fat, lowered phospho-AKT levels, in addition to the reduction in a marker of insulin resistance^18^. A recent human study of 11 men with obesity in a randomized cross-over design demonstrated that short-term TRF was sufficient to modulate rhythmic metabolism of lipids, amino acids and improve nocturnal glucose levels and insulin profiles in skeletal muscle during daytime^20,21^. This study indicates that TRF is potentially impactful in managing pathologies related to metabolism and obesity while providing a natural and affordable form of alternate therapy. TRF has proved to be beneficial in various animal models of obesity shown in mouse liver, *Drosophila* heart, and muscle^18,19,22^. However, there is little information regarding the mechanistic impacts of TRF on skeletal muscle in different obesity models.

This present study investigates the mechanistic basis for TRF improvement in skeletal muscle by assessing transcriptomic data of WT, HFD, and *Sk2* models under TRF. We demonstrate that the expression levels of genes related to glycine production (*Sardh* and *CG5955*) and utilization (*Gnmt*) are upregulated under TRF in WT, HFD, and *Sk2* models. Furthermore, the expression level of a key enzyme involved in triglyceride synthesis (*Dgat2*) was downregulated in all TRF conditions. Interestingly, TRF induces upregulation in genes and increases in metabolites related to the purine cycle in HFD model. On the other hand, upregulation of genes and increases in metabolites relating to glycolysis, glycogen metabolism, tricarboxylic acid cycle (TCA), and electron transport chain (ETC) connected by AMP kinase (AMPK) signaling are observed under TRF in *Sk2* model. We further performed muscle functional assessments, cytological and biochemical assays, and metabolomic analyses to validate the pathways and their biological significance in muscle function. Taken together, this study elucidates potential mechanisms behind TRF’s protective properties against skeletal muscle dysfunction and metabolic impairment induced by obesity, which may pave the way for future TRF studies in muscle.

## Results

### Common differentially expressed genes (DEGs) were identified under TRF in WT and both obesity models

To gain insight into the molecular mechanisms in skeletal muscle by which TRF protects against obesity-induced metabolic and functional changes, we examined the temporal transcriptomic profiles of indirect flight muscle (IFM) from obese flies under ALF and TRF. Feeding regimens and food type were assigned on day 4 such that flies under ALF had food access for 24 h, while flies under TRF had 12 h food access in daytime only (ZT0 – ZT12) (Fig. 1a). Wild-type *Drosophila* (Canton S) were subjected to either a regular diet (referred to as WT flies) or a high-fat diet (referred to as HFD flies) representing the diet-induced obesity model. *Sphingosine kinase 2* mutant flies were fed with a regular diet (referred to as *Sk2* flies) representing the genetic-induced obesity model. 

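The authors deposited raw read counts per gene for 36 IFM libraries, without normalization. There was 1 library at each of ZT3, ZT7, ZT11, ZT15, ZT19 and ZT23 for WT-ALF, WT-TRF, HFD-ALF, HFD-TRF, *Sk2*-ALF and *Sk2*-TRF. Every library came from a pool of flies, and no time point had a second library within a group, so the spread within a group holds both the time of day and the variation between pools. The HFD contained 5% coconut oil. The authors aligned single-end reads with STAR, kept uniquely aligned reads and counted them over the exons of each gene with featureCounts on the dm6 build, for 16727 genes. The paper left out WT-TRF at ZT11 and *Sk2*-ALF at ZT23 as outliers. Values are therefore given over the 34 libraries left (n = 5 for WT-TRF and *Sk2*-ALF, n = 6 for the other groups), and over all 36 libraries where this changed a result. Total counts per library over the 34 libraries ranged from 5432971 to 10132861 in WT-ALF (median 8032719.5), from 3329519 to 9911737 in WT-TRF (median 8560067), from 7647675 to 18777695 in HFD-ALF (median 11277916) and from 12017403 to 30682673 in HFD-TRF (median 20984727.5). They ranged from 10870706 to 18944737 in *Sk2*-ALF (median 16492067) and from 17845999 to 26410549 in *Sk2*-TRF (median 21153135.5). The excluded WT-TRF library held 8417607 counts and the excluded *Sk2*-ALF library 26267454. At these depths, 3 counts correspond to between 0.0978 and 0.901 CPM. These floors cover counting error only.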

IFMs were collected at week 3 from 10 female flies per cohort every 4 h over a 24-h period, and poly (A+) RNA-seq analysis was performed (Fig. 1b) (see Supplementary Data 1 for normalized read counts). A glossary of terms and abbreviations can be found in Supplementary Data 8.

**Fig. 1:**
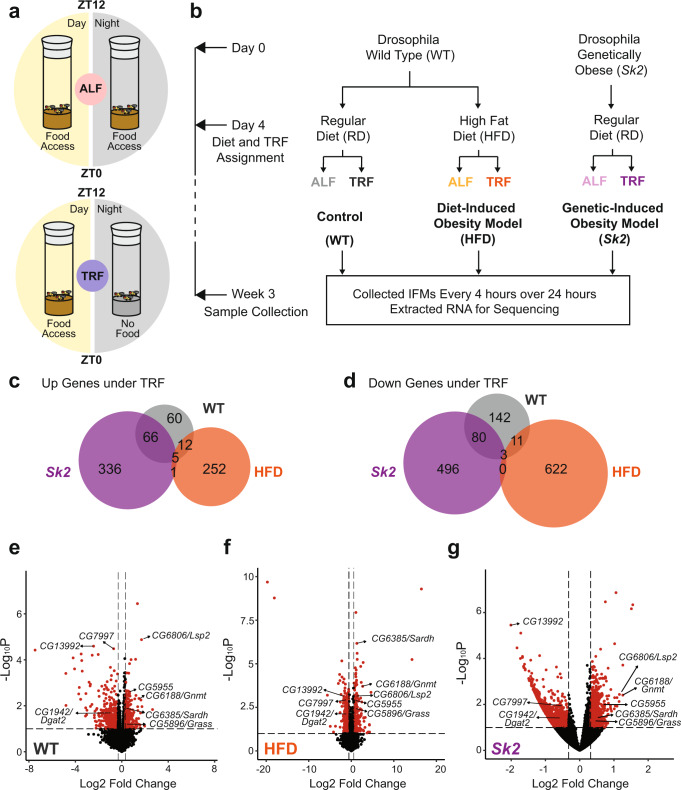
Common differentially expressed genes identified under TRF versus ALF in WT, HFD, and *Sk2* flies. **a** Schematic depicting the timing of food access in ALF (*ad libitum* feeding) and TRF (time-restricted feeding). In ALF, flies have unrestricted access to food during the day (yellow) and night (gray). In TRF, flies consume food only during the 12 h of daytime. **b** Flow chart depicting the experimental setup. Wild-type and genetically obese mutant *Sk2* flies were separated into respective food types either a regular diet (RD) or high-fat diet (HFD) to establish WT, HFD, and *Sk2* conditions. Flies were further separated into either ALF or TRF. IFMs were collected at 3 weeks of age every 4 h totaling 6-time points for RNA sequencing. **c**, **d** Venn diagram of significantly upregulated genes (**c**) and significantly downregulated genes (**d**) performed using DeSeq2 (*p-*value ≤ 0.05, fold change ≥1.25) under TRF versus ALF in WT, HFD, and *Sk2* models. **e**–**g** Volcano plots showing the expression profiles of the common DEGs under TRF versus ALF in WT (**e**), HFD (**f**), and *Sk2* (**g**) flies. Red dots represent differentially expressed genes under TRF (*p-*value ≤ 0.05, Fold change ≥1.25). Arrows indicate the common DEGs under TRF.

Transcriptomic data were analyzed using two approaches. First, time-series samples were treated as replicates to identify DEGs between groups using DESeq2^23^ (Supplementary Data 2–4). As TRF is known to induce moderate changes in gene expression^22^, the differential gene expression threshold was set as fold change ≥1.25 and a *p-*value ≤ 0.05 in the analysis. 

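Here the deposited counts of the 34 libraries were normalized by edgeR's TMM method and tested with its quasi-likelihood F-test. A single fit of the 6 group means, without a term for the time point, covered the 9996 genes that passed edgeR's filter on low counts. The paper's threshold was applied to the edgeR log2 fold change and unadjusted p. Counts of genes at a Benjamini-Hochberg adjusted p under 0.05 are given beside it. Of 9996 genes, 499.8 would on average have an unadjusted p under 0.05 by chance alone.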

Using these criteria, we identified 143, 270, and 408 significantly upregulated genes, and 236, 636, and 579 significantly downregulated genes under TRF versus ALF in WT, HFD, and *Sk2* IFM tissues respectively (Fig. 1c, d). 

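Over the 34 libraries, 272 genes were higher and 324 lower under TRF than under ALF in WT, 402 were higher and 732 lower in HFD, and 279 were higher and 394 lower in *Sk2*, at the paper's threshold with edgeR. An unadjusted p under 0.05 was reached by 774 genes in WT, 1397 in HFD and 835 in *Sk2*. After Benjamini-Hochberg adjustment over the 9996 genes, 0 genes in WT, 6 in HFD and 8 in *Sk2* had an adjusted p under 0.05, with smallest adjusted p-values of 0.129, 0.0203 and 0.00983. The number of genes higher in WT moved most when the excluded libraries were put back. Over all 36 libraries 1041 genes were higher and 262 lower in WT, of which 127 and 179 were among those of the 34 libraries. In HFD, where the filter on low counts moved the numbers more (232 and 506 genes with at least 10 counts in every library, 578 and 956 without a filter), they were 248 and 645 genes (247 and 626 shared), and in *Sk2* 390 and 587 (236 and 244 shared). Over all 36 libraries, 0 genes in WT and HFD and 1 gene in *Sk2* had an adjusted p under 0.05, with 1435, 962 and 1093 genes at an unadjusted p under 0.05. Log2 CPM of the 1000 most variable genes, centred within each group, correlated on average at r = 0.152 between HFD-ALF and HFD-TRF libraries of the same time point, and at r = -0.030 between libraries of different time points. In *Sk2* the averages were 0.196 and -0.039. With the time point as a block, HFD had 414 genes higher and 686 lower, of which 367 and 640 were among those found without the block, and *Sk2* had 220 and 326 (197 and 264 shared). The genes with the largest changes among those with an adjusted p under 0.05, a mean count of at least 50 and the same direction at every time point were *CG11842* (log2 fold change 1.42, adjusted p = 0.0203), *CG16704* (1.40, adjusted p = 0.0244) and *CG10157* (1.09, adjusted p = 0.0244) in HFD, each higher at 6 of 6 time points. In *Sk2* they were *CG31810* (-3.30, adjusted p = 0.0253), *Gld* (-2.71, adjusted p = 0.0165) and *CG13284* (-1.66, adjusted p = 0.0253), each lower at 5 of 5 time points. The excluded *Sk2*-ALF library at ZT23 held 0.52, 1.38 and 7.96 CPM of them. For *CG31810* this was below every *Sk2*-TRF library (0.595 to 2.78 CPM), so its direction at ZT23 was reversed. With the time point as a block, the 3 HFD genes had an adjusted p of 0.0194 each, and the 3 *Sk2* genes of 0.230, 0.0888 and 0.0593. In that fit 7 genes in HFD and 0 in *Sk2* (723 at an unadjusted p under 0.05) had an adjusted p under 0.05. Differences of the TRF effect between models were tested as interactions. For HFD against WT, 0 genes had an adjusted p under 0.05 (798 at an unadjusted p under 0.05), for *Sk2* against WT 1 gene and for *Sk2* against HFD 4 genes. The block left 0 genes in each of these comparisons (769, 634 and 1106 at an unadjusted p under 0.05). DESeq2 gave 3, 8 and 32 genes, and edgeR over all 36 libraries 0, 188 and 2.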

Principal component analysis (PCA) revealed gene expression differences between WT and obesity models, while the effect of feeding pattern (TRF versus ALF) was moderate (Supplementary Fig. 1a).

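Under ALF, 1659 genes differed between HFD and WT and 2283 between *Sk2* and WT at an adjusted p under 0.05 with edgeR. Over all 36 libraries these were 1109 and 1664 genes. On regularized logarithms of the 500 most variable genes over the 34 libraries, differences between the 3 models accounted for 40.1% of the variance (permutation test with 100000 permutations, p = 1e-05, the smallest these permutations can give). A shift from ALF to TRF shared by the 3 models accounted for 2.46% (permutation test, p = 0.177), not larger than the spread between libraries. Opposite shifts in different models cancel in this share. The share between models moved most over all 36 libraries, to 33.8% (permutation test, p = 1e-05), where the share between feeding regimens was 1.86% (permutation test, p = 0.472). The latter moved most without the WT-ALF library at ZT23, to 3.12% (permutation test, p = 0.0727). With ALF and TRF exchanged only within time points, the share over the 16 complete pairs was 2.60% (exact permutation test, p = 0.13). Each model was also taken alone, with the share set against that model's own variance over its pairs. ALF against TRF then accounted for 9.32% in WT, 12.1% in HFD and 11.85% in *Sk2* (exact permutation tests, p = 0.625, 0.156 and 0.125). The smallest p these tests can give is 0.0625 in WT and *Sk2* and 0.0312 in HFD. The tests in WT and *Sk2* could thus not reach 0.05 with 5 pairs each. PC1 held 29.1% of the variance, of which 86.4% lay between models and 1.93% between feeding regimens. PC2 held 17.4%, of which 60.8% and 2.01% lay between models and between feeding regimens. On both components the share between feeding regimens is that of a shift shared by the 3 models.

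**Figure D1:**
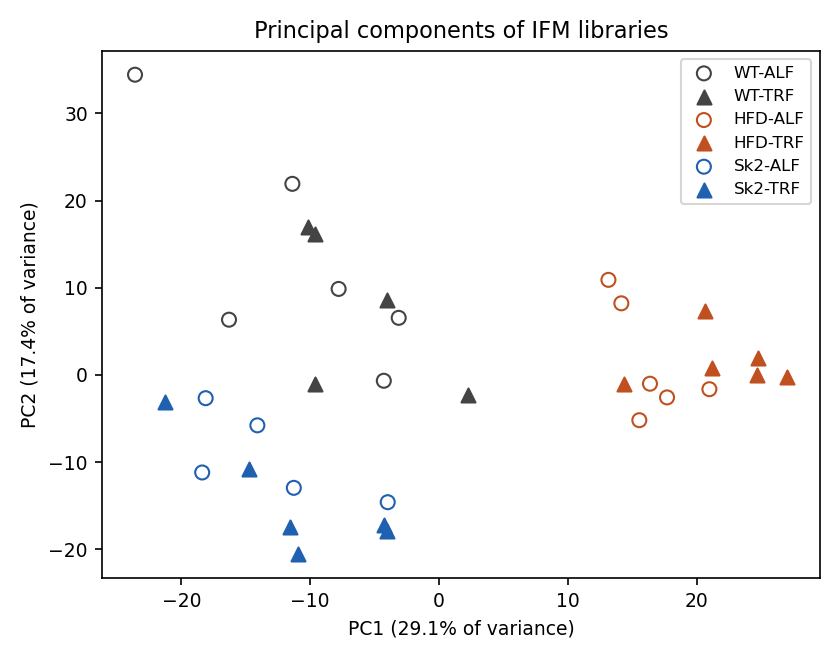
Scores of the 34 libraries on PC1 (29.1% of variance, horizontal axis) and PC2 (17.4%, vertical axis), from regularized logarithms of the 500 most variable genes; circles are ALF, triangles TRF and colours the models. The 12 HFD libraries lie to the right on PC1, with HFD-TRF farther right than HFD-ALF at 5 of 6 time points, and the ALF and TRF libraries of WT and of *Sk2* overlap.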

Secondly, we used empirical JTK_CYCLE^24^ to identify genes with a 24-h period cycling pattern of expression. Rhythmic genes in different groups were identified (Supplementary Fig. 1b) using criteria shown in the method section. 

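For the rhythm analysis, the log2 TMM CPM of each gene in a group formed 1 cycle, which was repeated to give 2 cycles, as in the paper's methods. The empirical JTK_CYCLE procedure was re-implemented here with 132 asymmetric templates of a 24-h period. Each gene's best Kendall correlation was set against 200000 series of Gaussian noise of the length of the duplicated series, and a Benjamini-Hochberg q of at most 0.05 and a maximum/minimum fold of at least 1.3 were required. In simulated data, this procedure called 54.9% of 9800 pure noise genes rhythmic with 6 time points and 65.3% with 5, because the second cycle repeats the first. It also called 200 of 200 truly rhythmic genes. With noise drawn anew in each of 2 cycles, it called 0.0% of 10000 genes.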

Notably, more periodic transcripts were identified under TRF in WT and HFD, except *Sk2*. 

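Of 9996 genes, 5203 were called rhythmic in WT-ALF and 6098 in WT-TRF, 5332 in HFD-ALF and 5584 in HFD-TRF, and 6709 in *Sk2*-ALF and 5164 in *Sk2*-TRF. In WT 3110 genes were called under both regimens, in HFD 3097 and in *Sk2* 3641. WT-TRF and *Sk2*-ALF had 5 time points and the other groups 6. With each model restricted to the time points that both regimens had, 5803 genes were called in WT-ALF against 6098 in WT-TRF, and 6709 in *Sk2*-ALF against 6824 in *Sk2*-TRF. Over all 36 libraries, the counts were 5158 and 5927 in WT, 5340 and 5532 in HFD, and 5508 and 5130 in *Sk2*, under ALF and TRF. The alternatives that moved these counts most were an exact permutation of the time points without duplicating the cycle and a cosine fit with limma, each of which left 0 rhythmic genes in every group. The exact permutation cannot give a two-sided p below 0.117 with 6 time points or 0.333 with 5, and 0 genes reached an unadjusted p under 0.05. The cosine fit gave between 371 genes (HFD-ALF) and 922 genes (HFD-TRF) at an unadjusted p under 0.05.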

Core clock genes *Clk*, *Cyc*, *Per*, and *Tim*, were examined under TRF (Supplementary Fig. 1c). 

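The log2 fold changes of *Clk*, *Cyc*, *Per* and *Tim* under TRF were -0.02, 0.17, 0.45 and 0.07 in WT, -0.14, 0.37, 0.17 and 0.33 in HFD, and -0.10, -0.24, -0.01 and -0.09 in *Sk2*. The smallest of the 12 adjusted p-values was 0.286 (edgeR), for *Cyc* in HFD, which was higher under TRF at 5 of 6 time points. *Cyc* in HFD was past the unadjusted threshold (standard error 0.157), while an exact two-sided permutation test between its 6 ALF and 6 TRF libraries gave p = 0.106. *Cyc* in WT had a log2 fold change of 0.97 over all 36 libraries (adjusted p = 0.248, edgeR), with 75.2 CPM in the excluded WT-TRF library.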

Interestingly, there were no significant expression differences between ALF and TRF for any core clock genes in the IFMs of WT and obesity models. *Clk* and *Tim* exhibited periodic oscillations under both ALF and TRF in WT, HFD, and *Sk2* IFMs. 

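*Clk* and *Tim* were called rhythmic in all 6 groups over the 34 libraries, with q-values between 1.17e-05 and 0.0180. Amplitudes, as the maximum minus the minimum of log2 CPM, were between 0.95 and 2.42 for *Clk* and between 0.97 and 2.24 for *Tim*. *Tim* in WT-TRF had a q of 0.113 over all 36 libraries. On the single measured cycle, neither gene could reach p = 0.05 in the exact permutation of the time points.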

*Cyc* did not show consistent rhythmicity, which was aligned with the previous finding that *Cyc* mRNA does not cycle^25^. 

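*Cyc* was not called rhythmic in WT-ALF (q = 0.313) or *Sk2*-TRF (q = 0.315). It was called in WT-TRF (q = 1.31e-05), HFD-ALF (q = 0.0155), HFD-TRF (q = 0.0147) and *Sk2*-ALF (q = 1.17e-05). In WT-TRF the call was lost over all 36 libraries (q = 0.113).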

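In HFD-ALF, *Per* had a q of 0.0155 and an amplitude of 2.42 on the log2 scale over the 34 libraries, which meets the criteria for a periodic transcript. Its q was 0.111 over all 36 libraries. The HFD-ALF libraries are the same in both sets, and only the normalization and the genes tested differ. In HFD-TRF, *Per* had a q of 3.32e-05 and an amplitude of 1.12 over the 34 libraries, and a q of 0.000829 over all 36.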

*Per* was arrhythmic under ALF but restored rhythmicity under TRF in HFD IFM tissue.

We examined the common DEGs and found that 5 genes (*CG6188/Gnmt*, *CG6385/Sardh*, *CG5955*, *CG6806/Lsp2*, *and CG5896/Grass*) were commonly upregulated and 3 genes (*CG1942/Dgat2*, *CG7997*, and *CG13992*) were commonly downregulated under TRF across WT, HFD and *Sk2* flies (Fig. 1c–g). 

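At the paper's threshold over the 34 libraries, 2 genes were higher under TRF in all 3 models (*Lsp2* and *CG5955*) and 3 were lower (*CG7227*, *CG7997* and *CG44006*). *CG7227* and *CG44006* are named after their values were seen. Their log2 fold changes were -0.95, -1.33 and -0.84 for *CG7227*, and -0.91, -0.996 and -0.78 for *CG44006*, in WT, HFD and *Sk2*. With the excluded libraries put back, 1 gene was higher (*Lsp2*) and 1 lower (*CG7997*) in all 3 models. *Lsp2* lies on chromosome 3L of dm6 from 12129393 to 12131869 and encodes a larval serum protein. Its mean CPM was 73.8 ± 49.4 in WT-ALF and 206 ± 124 in WT-TRF, 79.5 ± 65.4 in HFD-ALF and 348 ± 347 in HFD-TRF, and 143 ± 78.9 in *Sk2*-ALF and 393 ± 183 in *Sk2*-TRF (mean ± SD). The log2 fold changes were 1.48, 2.13 and 1.46 (adjusted p = 0.622, 0.206 and 0.587, edgeR). The excluded libraries held 513 CPM (WT-TRF at ZT11) and 124 CPM (*Sk2*-ALF at ZT23). *Grass* (3R, from 27157948 to 27159781) was higher at 6 of 6 time points in HFD, with a log2 fold change of 0.76 (standard error 0.236, adjusted p = 0.206, edgeR). In WT and *Sk2* the log2 fold changes of *Grass* were 0.40 and 0.35 (adjusted p = 0.735 and 0.710), not larger than the spread between libraries. *CG13992* (2L, from 5965391 to 5967752) had between 1 and 114 counts per library. Its log2 fold changes were -1.58 in WT and -2.18 in HFD (standard errors 0.926 and 0.643, adjusted p = 0.711 and 0.178, edgeR). The 6 *Sk2*-TRF libraries held 1 or 2 counts each, so *CG13992* was at least 10.2-fold lower than the mean of *Sk2*-ALF (edgeR log2 fold change -3.96, adjusted p = 0.0253). That mean rests on ZT15, with 5.75 CPM against 0.061 to 0.955 CPM in the other *Sk2*-ALF libraries, and without that library the log2 fold change was -1.96 (adjusted p = 0.520, edgeR). With the time point as a block the adjusted p was 0.3001, and over all 36 libraries 0.0630. The excluded libraries held 5 counts of it (WT-TRF) and 25 counts (*Sk2*-ALF). None of these genes had an interaction between models with an adjusted p under 0.05, among which the largest was -2.38 for *CG13992* in *Sk2* against WT (adjusted p = 0.738).

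**Figure D2:**
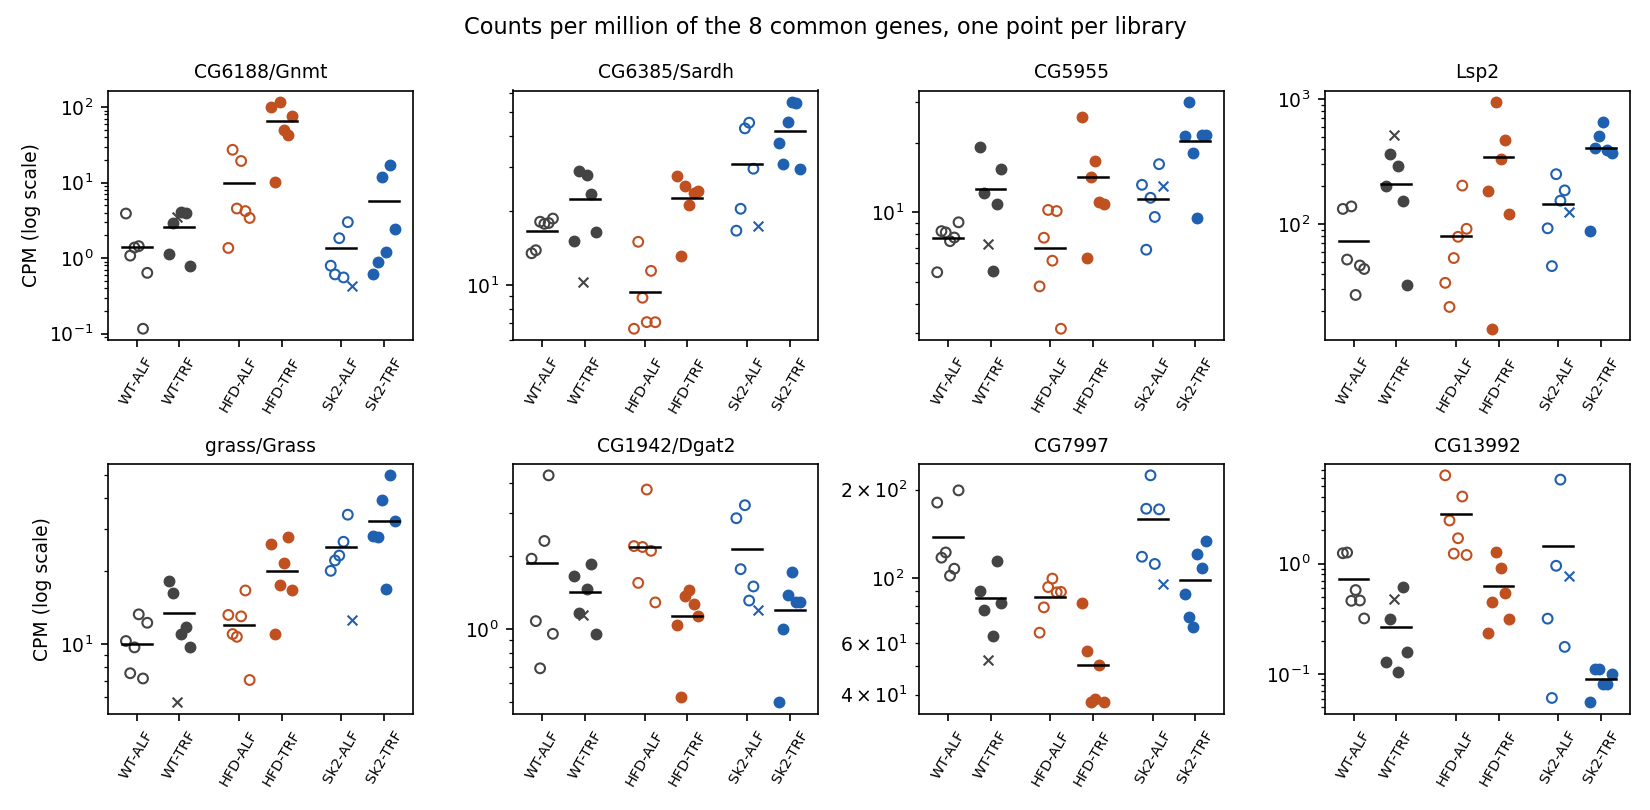
TMM-normalized CPM (vertical axes, log scale) of the 8 genes in each library of the 6 groups (horizontal axes); open points are ALF, filled points TRF, bars the group means and crosses the excluded libraries. *CG7997* means fell from 139 to 85.0 CPM in WT, from 84.8 to 50.3 in HFD and from 155.9 to 95.5 in *Sk2*, and the ALF and TRF points of most genes overlap.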

To confirm TRF-mediated transcriptional changes (Supplementary Fig. 2a, b), we performed independent quantitative real-time PCR (qRT-PCR) analysis to validate these gene expression changes, which were found to be mostly consistent with our transcriptomic data (Supplementary Fig. 2c).

### Muscle-specific knockdown of *Gnmt*, *Sardh*, or *CG5955* leads to progressive skeletal muscle dysfunction, ectopic lipid accumulation, and abolishes TRF-mediated benefits

Three out of five common upregulated genes (*Gnmt*, *Sardh*, *and CG5955*) stood out as they were orthologous to human genes (*Gnmt*, *Sardh*, and *Tdh*), and furthermore, shared a role in glycine utilization and production (Fig. 2a, b, Supplementary Fig. 2a). Therefore, we measured glycine levels under ALF and TRF in WT, HFD, and *Sk2* models (Fig. 2c). 

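*CG6188/Gnmt* encodes glycine N-methyltransferase and lies on 3R of dm6 from 12674608 to 12676084. It was counted 1 to 39 times per library in WT and 10 to 428 times in *Sk2*. Its mean CPM rose from 9.85 ± 10.5 in HFD-ALF to 66.2 ± 40.4 in HFD-TRF (SD, n = 6 each), a log2 fold change of 2.76 (standard error 0.756, adjusted p = 0.160, edgeR) seen at 5 of 6 time points (exact two-sided permutation test, p = 0.00866). In *Sk2* it rose from 1.32 ± 1.02 to 5.57 ± 6.92 CPM (log2 fold change 2.13, standard error 0.854, adjusted p = 0.528, higher at 4 of 5 time points). In WT it rose from 1.42 ± 1.29 to 2.57 ± 1.55 CPM (0.90, standard error 0.953, adjusted p = 0.846). *CG6385/Sardh* (2R, from 17753555 to 17756422) rose from 9.24 ± 3.29 to 22.4 ± 4.98 CPM in HFD, a log2 fold change of 1.28 (standard error 0.247, adjusted p = 0.0244, edgeR; exact two-sided permutation test, p = 0.00433, the smallest possible being 0.00216). In WT and *Sk2* its log2 fold changes were 0.40 and 0.43 (adjusted p = 0.733 and 0.654, edgeR), both short of the paper's threshold. The *Sk2* value was 0.50 with the time point as a block, and past it (adjusted p = 0.681, edgeR). The interaction of HFD against WT for *CG6385* was 0.88 (adjusted p = 0.527). *CG5955* (3L, from 20466944 to 20469592), named *Tdh* in the current annotation, had log2 fold changes of 0.68 in WT, 1.03 in HFD and 0.82 in *Sk2* (standard errors 0.330, 0.311 and 0.323; adjusted p = 0.639, 0.191 and 0.528, edgeR). It was higher under TRF at 4 of 5, 5 of 6 and 4 of 5 time points. The WT value over all 36 libraries was 0.60, past the paper's threshold no longer, and *CG6385* in *Sk2* was 0.56, past it. The excluded WT-TRF and *Sk2*-ALF libraries held 3.53 and 0.430 CPM of *CG6188*, 10.3 and 17.4 CPM of *CG6385*, and 7.25 and 13.0 CPM of *CG5955*. Within groups, *CG5955* varied with the mean log2 CPM of fat body marker genes (34 libraries, r = 0.68, rho = 0.64, permutation tests, p = 0.00023 and 6e-04, adjusted over 5 genes 0.00115 and 0.003). Without the 2 libraries farthest from the median score, r was 0.55. *Grass* had r = 0.46 and rho = 0.41 (permutation tests, p = 0.0148 and 0.0297, adjusted 0.037 and 0.0742), and r = 0.32 without those 2 libraries. For *CG6188*, *CG6385* and *Lsp2*, r was 0.23, 0.24 and 0.28 and rho 0.17, 0.16 and 0.14 (permutation tests, adjusted p = 0.251 for each r and 0.473 for each rho), and r was 0.042, 0.052 and 0.090 without them. With the fat body score as a covariate, *CG6385* in HFD had a log2 fold change of 1.21 (adjusted p = 0.0769, edgeR), and *CG5955* and *Grass* in *Sk2* had 0.40 and 0.16.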

We found that HFD-ALF flies had significantly reduced glycine levels as previously observed from HFD-induced obesity in humans^26^, while *Sk2*-ALF flies had significantly increased glycine compared to WT-ALF flies. Interestingly, HFD-TRF had a modest but not statistically significant increase while *Sk2*-TRF displayed a significant increase in glycine levels compared to their respective ALF conditions (Fig. 2c). As glycine serves as an input for multiple metabolic pathways, such as glutathione synthesis and regulation of one-carbon metabolism, one of the possibilities is that TRF modulates glycine utilization differently between HFD and *Sk2* flies, masking the TRF-mediated changes on glycine levels. To examine the role of *Gnmt*, *Sardh*, and *CG5955* in skeletal muscle, we performed knockdown (KD) using UAS-RNA interference (RNAi) of *Gnmt*, *Sardh*, and *CG5955* with an IFM-specific driver (*Act88F-Gal4*)^27^ and three independent RNA lines per gene. Gene KD efficiency was assessed using qRT-PCR (Supplementary Fig. 3a). We measured muscle performance in 1-, 3- and 5-week-old female flies (Fig. 2d, Supplementary Fig. 3b, c). Reduced flight performance was detected and progressed with aging during IFM-specific *Gnmt*, *Sardh*, and *CG5955* suppression in female flies, while a greater reduction was observed in male flies (Supplementary Fig. 3d). For the rest of the study, we only focused on the female progenies when using *Act88F-Gal4* driver.

**Fig. 2:**
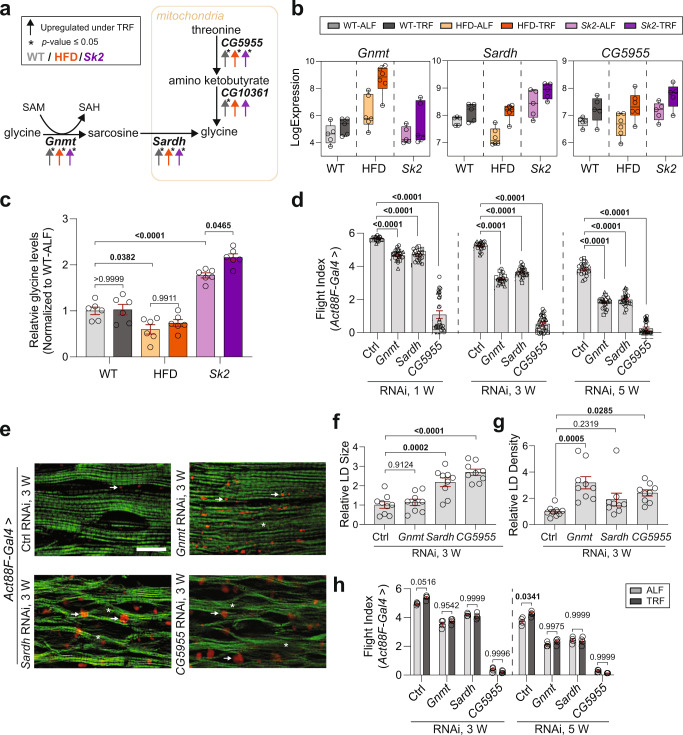
Functional and cytological assessments of *Gnmt*, *Sardh*, and *CG5955* KD using *Act88F-Gal4*. **a** Schematic representation of *Gnmt*, *Sardh*, and *CG5955* connection with metabolite intermediates and important genes (italic bold) encoding enzymes. The color indicates the condition (gray WT, orange HFD, purple *Sk2*). Up arrows indicate upregulation of gene expression under TRF versus ALF (fold change ≥1.25). Asterisks indicate *p-*value ≤ 0.05. **b** Expression level of gene *Gnmt*, *Sardh*, and *CG5955* under ALF and TRF in WT, HFD, and *Sk2* models. *N* = 5 time points in WT and *Sk2*. *N* = 6 time points in HFD. **c** Relative glycine levels under ALF and TRF in 3-week-old female WT, HFD, and *Sk2* thoraces. *N* = 6 biologically independent replicates. Mean ± SEM. Two-way ANOVA with Sidak post hoc tests. **d** Flight performance of female flies with *Act88F-Gal4*-driven KD of *Gnmt*, *Sardh*, or *CG5955* at 1, 3, and 5 weeks of age. Two independent control RNAi lines were used (Ctrl). Three independent RNAi lines per gene were tested. Flight indices plotted as cohorts of 10–20 flies from independent RNAi lines were indicated with the symbol circle, triangle, or square. # of cohorts per RNAi line per age group = 7–9; # of flies per RNAi line per age group = 100–170. Details of precise *N* are in Source Data. Mean ± SEM. One-way ANOVA with Sidak post hoc tests. **e** Fluorescence images of the cryosectioned IFMs from 3-week-old female flies with *Act88F-Gal4*-driven KD of *Gnmt*, *Sardh*, and *CG5955* upon staining with phalloidin (green) and Nile Red (red puncta). More accumulation of lipid (arrows) and actin-containing myofibrillar disorganization (asterisks) was detected in IFMs of KD of *Gnmt*, *Sardh*, and *CG5955*, compared with age-matched control. The scale bar is 20 µm. **f**, **g** Intramuscular lipid quantification (lipid droplet size (**f**) and density (**g**)). *N*  =  9 from three flies’ IFM per genotype. Mean ± SEM. One-way ANOVA with Sidak post hoc tests. **h** Flight performance of 3- and 5-week-old female flies with *Act88F-Gal4*-driven KD of *Gnmt*, *Sardh*, and *CG5955* under ALF and TRF. As the three independent lines showed similar results in **d**, one RNAi line per gene was used. Flight indices were plotted as cohorts of 10–20 flies. # of cohorts per age group = 4; # of flies per age group = 53–83. Details of precise *N* are in Source Data. Mean ± SEM. Two-way ANOVA with Sidak post hoc tests. Source data are provided as a Source Data file.

In addition to muscle dysfunction, IFMs from 3-week-old female flies upon IFM-specific KD of *Sardh* and *CG5955* showed a significant increase of aberrant lipid accumulation (both size and density, Nile red staining, see arrow) (Fig. 2e). Furthermore, IFM-specific KD of *Sardh* and *CG5955* resulted in disorganization of actin-containing myofibrils (Phalloidin staining, see asterisk) compared to age-matched control myofibrils (Fig. 2e). IFM-specific KD of *Gnmt* exhibited only a moderate increase in lipid droplets size; however, the lipid density was significantly enhanced, compared to age-matched control tissue (Fig. 2e–g). Overall, we observed a reduction in muscle performance and an increase in ectopic lipid deposition and myofibril disorganization upon IFM-specific KD of *Gnmt*, *Sardh*, and *CG5955*. Abdomen lipid staining was also performed in the fat body and no significant differences were observed (Supplementary Fig. 5a–c). To test whether *Gnmt*, *Sardh*, and *CG5955* contribute to TRF-mediated muscle improvement, we tested the flight ability of 3-, and 5-week-old female flies with IFM-specific KD of *Gnmt*, *Sardh*, and *CG5955* under ALF and TRF. It was found that flight indices upon IFM-specific KD of *Gnmt*, *Sardh*, and *CG5955* failed to improve under TRF (Fig. 2h).

In order to examine the role of *Gnmt*, *Sardh,* and *CG5955* in IFM during the adult phase, we utilized a *DJ694-Gal4* driver, an adult-muscle driver that initiates upon eclosion and remains active during the whole adult life span^27–30^. KD of *Gnmt*, *Sardh*, and *CG5955* using *DJ694* driver was carried out and KD efficiency in IFM was validated using qRT-PCR (Supplementary Fig. 3e). We measured muscle performance at 4-day- and 3-week-old female and male flies. While modest, or no significant differences in flight index were observed on day 4, a significant decline in flight performance was observed from KD of all three genes in 3-week-old female flies (Fig. 3a and Supplementary Fig. 3f), suggesting the important roles of *Gnmt*, *Sardh*, and *CG5955* in muscle function and maintenance. We also tested IFM-specific KD of all three genes in the adults using the *Act88F-GS-Gal4* driver^31^. Similar muscle functional decline was found in 3-week-old female flies (Supplementary Fig. 3g). Notably, less severe muscle function decline from *CG5955* KD using *DJ694-Gal4* or *Act88F-GS-Gal4* compared to *Act88F-Gal4*, suggesting a potential role of *CG5955* during the developmental phase. IFM upon *Gnmt*, *Sardh*, and *CG5955* KD using *DJ694* driver were examined in 3-week-old female flies. Aberrant lipid accumulation and myofibrillar disorganization were observed (Fig. 3b–d) as previously shown using *Act88F* driver (Fig. 2e–g).  Abdomen lipid staining was also performed in the fat body; no significant differences were observed (Supplementary Fig. 5g–i). To assess the roles of *Gnmt*, *Sardh*, and *CG5955* on TRF-mediated benefits in muscle during the adult stage, we tested the flight performance upon KD of those genes using *DJ694* under ALF and TRF. Consistent with results from *Act88F* driver, TRF-mediated muscle improvements were abrogated (Fig. 3e), although mild expression increases were detected upon TRF within the corresponding KD (Supplementary Fig. 3h).

**Fig. 3:**
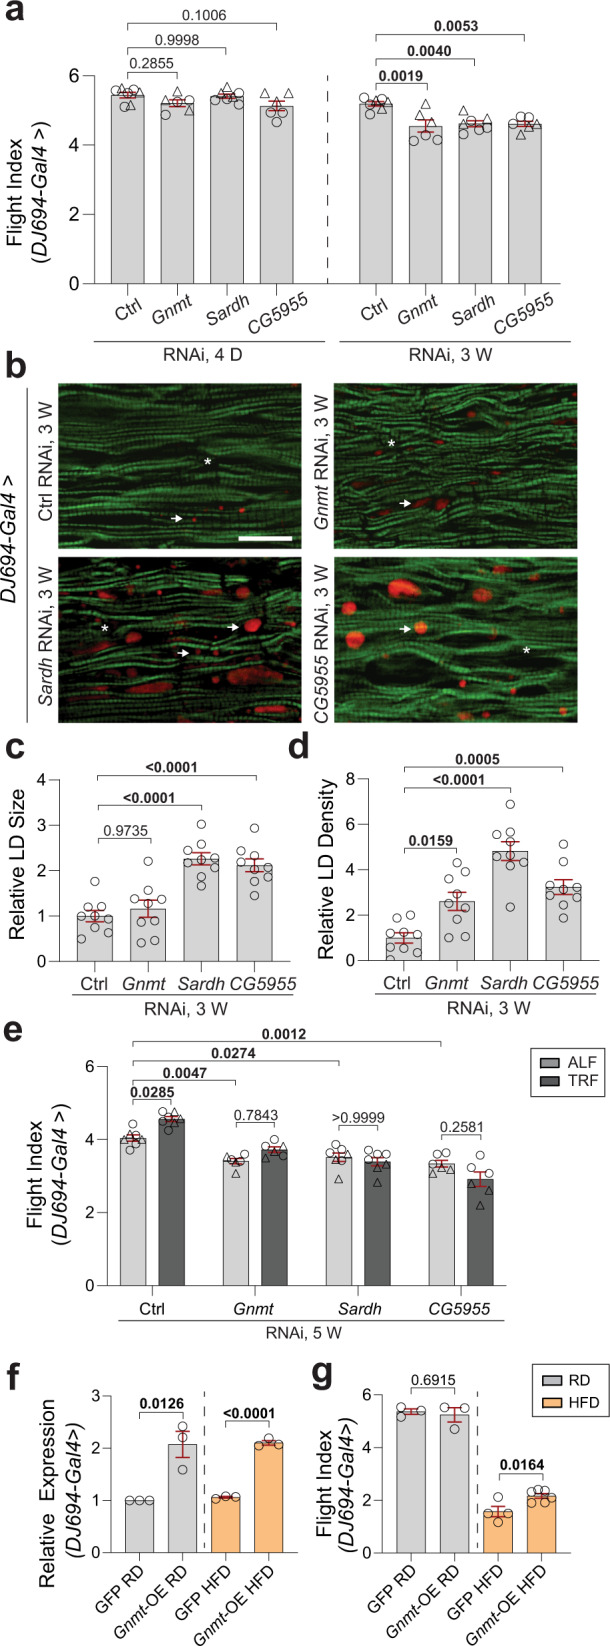
Functional and cytological validation of *Gnmt*, *Sardh*, and *CG5955* KD using *DJ694-Gal4*. **a** Flight performance of female flies with *DJ694-Gal4*-driven KD of *Gnmt*, *Sardh*, or *CG5955* at 4 days and 3 weeks of age. Two independent RNAi lines were used for control and each gene. Flight indices plotted as cohorts of 10–20 flies from independent RNAi lines were indicated with the symbol circle or triangle. # of cohorts per RNAi line per condition = 3; # of flies per genotype per age group = 86–130. Details of precise *N* are in Source Data. Mean ± SEM. One-way ANOVA with Sidak post hoc tests. **b** Fluorescence images of the IFMs from 3-week-old female flies with *DJ694-Gal4*-driven KD of *Gnmt*, *Sardh*, and *CG5955* upon staining with phalloidin (green) and Nile Red (red puncta). More accumulation of lipid (arrows) and actin-containing myofibrillar disorganization (asterisks) was detected in IFMs upon KD of *Gnmt*, *Sardh*, and *CG5955*, compared with age-matched control. The scale bar is 20 µm. **c**, **d** Intramuscular lipid quantification (lipid droplet size (**c**) and density (**d**)). *N* = 9 from three flies’ IFM per genotype. Mean ± SEM. One-way ANOVA with Sidak post hoc tests. **e** Flight performance of 5-week-old female flies with *DJ694-Gal4*-driven KD of *Gnmt*, *Sardh*, and *CG5955* under ALF and TRF. Two independent lines were tested. Flight indices were plotted as cohorts of 10–20 flies. Results from independent RNAi lines were indicated with symbol circle or triangle. # of cohorts per RNAi line per condition = 3–4; # of flies per genotype = 67–98. Details of precise *N* are in Source Data. Mean ± SEM. Two-way ANOVA with Sidak post hoc tests. **f** Relative expression of *Gnmt* in 3-week-old female flies with *Gnmt* overexpression using *DJ694* driver. Experimental flies were fed with RD or HFD. *N* = 3 biological replicates. Mean ± SEM. Two-sided unpaired *t*-tests. **g** Flight performance in 3-week-old female flies with *Gnmt* overexpression driven by *DJ694*. Experimental flies were fed with RD or HFD. Flight indices were plotted as cohorts of 10–20 flies. # of cohorts per condition = 3–5; # of flies per genotype per age = 40–100. Details of precise *N* are in Source Data. Mean ± SEM. Two-sided unpaired *t*-tests. Source data are provided as a Source Data file.

Furthermore, we overexpressed *Gnmt*^32^ using *Act88F-Gal4* driver to examine whether muscle function could be retained. Interestingly, overexpression of *Gnmt* preserved flight performance in 5-week-old female flies (Supplementary Fig. 3i), with modestly reduced lipid droplet size in IFMs (Supplementary Fig. 3j, k). No significant changes were observed in the abdomen fat body Nile red staining (Supplementary Fig. 5a–c). We also used *DJ694* and *Act88F-GS* with titrated doses of RU486 to perform overexpression of *Gnmt* in the adult phase. Both *DJ694* and *Act88F-GS* drivers increased expression levels of *Gnmt* that are comparable with TRF-induced *Gnmt* upregulation in the IFM (Fig. 3f and Supplementary Fig.3l). Flight performance of 3-week-old female flies improved, especially when feeding with HFD (Fig. 3g and Supplementary Fig. 3m, n). Previous studies have shown two possible upstream transcription factors, which modulate GNMT activities: cAMP-regulated transcription coactivator (CRTC) and Forkhead Box O (FoxO)^33,34^. 

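*Crtc* (3L of dm6, from 17659818 to 17669234) had 75.8 ± 12.0 CPM in WT-ALF and 77.7 ± 7.52 in WT-TRF, and 77.7 ± 11.3 in HFD-ALF and 82.7 ± 12.7 in HFD-TRF (mean ± SD). Its log2 fold changes of 0.03 in WT, 0.09 in HFD and 0.02 in *Sk2* (adjusted p = 0.967, 0.792 and 0.969, edgeR) were smaller than the spread between libraries. Without the WT-TRF library at ZT15, the WT value was -0.0055. With each library left out in turn, the HFD value ranged from 0.0034 to 0.17. *FoxO* (3R, from 14056945 to 14087978) had 134 ± 37.1 CPM in *Sk2*-ALF and 174 ± 25.8 in *Sk2*-TRF, a log2 fold change of 0.37 (standard error 0.213, adjusted p = 0.654, edgeR; exact two-sided permutation test, p = 0.0693). In WT and HFD its log2 fold changes were 0.04 and -0.03.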

Interestingly, *Crtc* expression levels were slightly higher under TRF in WT and HFD flies, while *FoxO* expression level was higher under TRF in *Sk2* flies (Supplementary Fig. 3o), possibly suggesting obese-specific mediation of *Gnmt* expression under TRF. Taken together, TRF-mediated upregulation of *Gnmt*, *Sardh*, and *CG5955* may account for at least a part of the beneficial effect of TRF in skeletal muscle.

### Muscle-specific knockdown of *Dgat2* retains age-dependent decline of skeletal muscle function

DGAT2, known as one of the two acyl-CoA: diacylglycerol O-acyltransferase enzymes, catalyzes the final step in de novo TG synthesis (Fig. 4a)^35,36^. From our transcriptomic data, the expression levels of *Dgat2/CG1942* were downregulated under TRF in WT and obesity models (Fig. 4b and Supplementary Fig. 2a–b). 

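*CG1942/Dgat2* (2R of dm6, from 7712578 to 7714182) had between 6 and 73 counts per library. Its mean CPM fell from 2.14 ± 0.819 in HFD-ALF to 1.13 ± 0.339 in HFD-TRF (SD, n = 6 each), a log2 fold change of -0.94 (standard error 0.351, adjusted p = 0.240, edgeR; lower at 6 of 6 time points; exact two-sided permutation test, p = 0.00866). In *Sk2* it fell from 2.08 ± 0.829 to 1.16 ± 0.404 CPM (log2 fold change -0.83, standard error 0.361, adjusted p = 0.556; exact two-sided permutation test, p = 0.0346). In WT the change from 1.88 ± 1.33 to 1.41 ± 0.385 CPM was smaller than the spread between libraries (-0.44, adjusted p = 0.816; exact two-sided permutation test, p = 0.675). The WT value became 0.01 when the WT-ALF library at ZT19 was left out. The *Sk2* value over all 36 libraries was -0.71 and no longer past the paper's threshold. The excluded libraries held 1.15 CPM (WT-TRF) and 1.199 CPM (*Sk2*-ALF).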

We also examined the expression of upstream enzymes associated with lipid droplet de novo TG synthesis^35,36^. Interestingly, *Gpat4* and *Agpat3* also showed decreased but not significant expression levels under TRF (Fig. 4a, b). 

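*CG3209/Gpat4* had log2 fold changes of -0.13 in WT, 0.04 in HFD and -0.27 in *Sk2*, and *CG4729/Agpat3* of -0.08, -0.15 and -0.20. The smallest of the 6 adjusted p-values was 0.456 (edgeR), for *Agpat3* in HFD, where it was lower at 6 of 6 time points. The HFD value of *Gpat4* became -0.0014 with a filter of at least 10 counts in every library. Mean CPM lay between 114 and 137 for *Gpat4* and between 126 and 159 for *Agpat3* over the 6 groups.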

To investigate the role of *Dgat2* in skeletal muscle function, we performed *Dgat2* KD using *Act88F-Gal4* driver and a UAS-RNAi line with KD efficiency validated (Supplementary Fig. 4a). We measured muscle performance in 1-, 3-, 5-, and 7-week-old female flies. Interestingly, IFM-specific suppression of *Dgat2* significantly improved flight ability with age when compared to age-matched control (Fig. 4c). Lipid staining in IFMs from *Act88F*-driven KD of *Dgat2* was examined at 3-week-old female flies (Fig. 4d). A significant reduction of lipid droplet size in IFM was observed in *Dgat2* KD flies compared to the control while no change in lipid density was observed (Fig. 4e, f). Abdomen lipid staining was also performed in the fat body and no significant differences were observed (Supplementary Fig. 5a–c). We also examined muscle performance and muscle cytology of flies with *DJ694*-driven *Dgat2* KD with KD efficiency validated (Fig. 4g–j and Supplementary Fig. 4b). Similarly, improved flight performance (Fig. 4g) and less lipid droplet were observed with no change to density compared to the age-matched control (Fig. 4h–j). Abdomen lipid staining was also performed in the fat body; no significant differences were observed (Supplementary Fig. 5g–i).

**Fig. 4:**
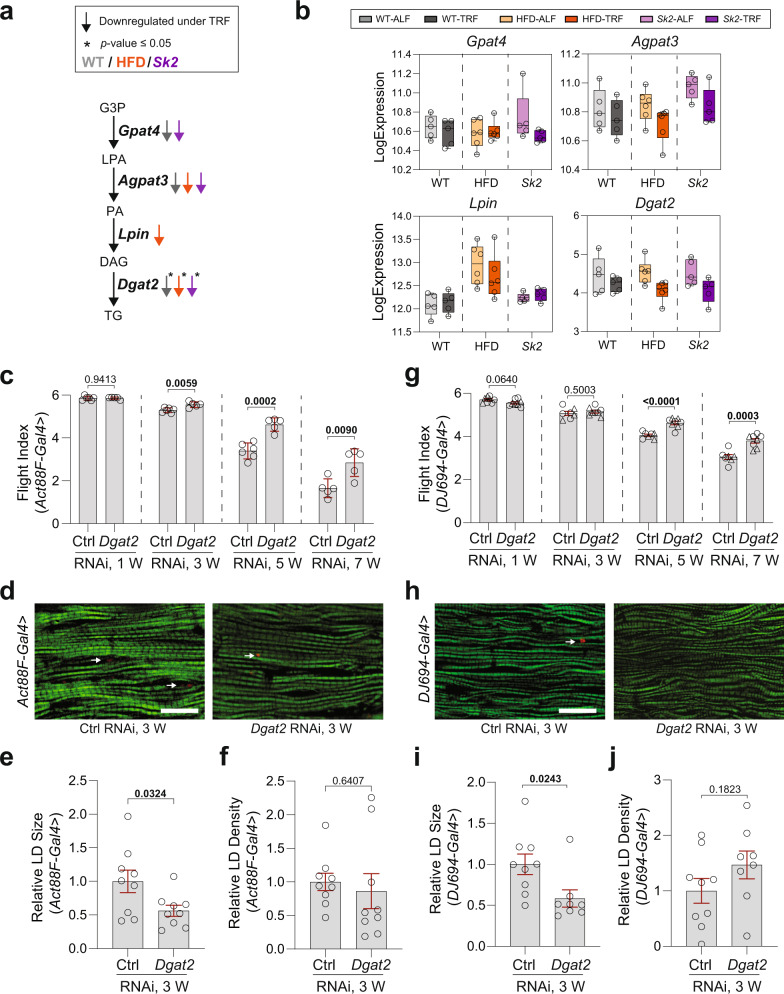
Gene expression and functional validation of *Dgat2* in skeletal muscle in WT and obesity models. **a** Schematic representation of de novo triacylglycerol synthesis with metabolite intermediates and important genes (italic bold) encoding enzymes. Color indicates condition (gray WT, orange HFD, purple *Sk2*). Down arrows indicate downregulation of gene expression (fold change ≥1.25). Asterisks indicate *p-*value ≤ 0.05. **b** Expression level of gene *Dgat2* under ALF and TRF in WT and obese models. *N* = 5 time points in WT and *Sk2*. *N* = 6 time points in HFD. **c** Flight performance of female flies with *Act88F-Gal4*-driven *Dgat2* KD at 1, 3, 5, and 7 weeks of age. One RNAi line was tested. Flight indices were plotted as cohorts of 10–20 flies. # of cohorts per RNAi line per age group = 5–6; # of flies per genotype per age = 65–102. Details of precise *N* are in Source Data. Mean ± SEM. Two-sided unpaired *t*-tests. **d** Fluorescence images of the IFMs from 3-week-old female flies with *Act88F-Gal4*-driven KD of *Dgat2* upon staining with phalloidin (green) and Nile Red (red puncta). Smaller sizes of lipids (arrows) were detected in IFMs of flies with *Dgat2* KD, compared with age-matched control. The scale bar is 20 µm. **e**, **f** Intramuscular lipid quantification of 3-week-old females (lipid droplet size (**e**) and density (**f**)). *N* = 9 from three flies’ IFM per genotype. Mean ± SEM. Two-sided unpaired *t*-tests. **g** Flight performance of female flies with *DJ694-Gal4*-driven *Dgat2* KD at 1, 3, 5, and 7 weeks of age. Two independent fly lines were tested. Flight indices were plotted as cohorts of 10–20 flies. Results from independent RNAi lines were indicated with symbol circle or triangle. # of cohorts per RNAi line per condition = 3–4; # of flies per genotype per age group = 95–137. Details of precise *N* are in Source Data. Mean ± SEM. Two-sided unpaired *t*-tests. **h** Fluorescence images of the IFMs from 3-week-old female flies with *DJ694-Gal4*-driven *Dgat2* KD upon staining with phalloidin (green) and Nile Red (red puncta). The scale bar is 20 µm. **i**, **j** Intramuscular lipid quantification of 3-week-old females (lipid droplet size (**i**) and density (**j**)). *N* = 9 from three flies’ IFM per genotype. Mean ± SEM. Two-sided unpaired *t*-tests. Source data are provided as a Source Data file.

To explore the contribution of *Dgat2* downregulation to TRF-mediated muscle benefits, we performed TRF on female flies upon *DJ694*-driven *Dgat2* KD. Interestingly, 5-week-old flight performance was further improved under HFD-TRF upon *Dgat2* KD (Supplementary Fig. 4c). An additional reduction of *Dgat2* expression levels was observed under TRF while suppressing *Dgat2* via RNAi (Supplementary Fig. 4d). To further confirm the role of *Dgat2* in muscle, we overexpressed human *Dgat2* (h*Dgat2*) in IFM, and as expected, a decline on muscle performance was seen in 3-week-old flies (Supplementary Fig. 4e) with an increase on lipid droplet density in IFM even at 1 week of age (Supplementary Fig. 4f, g) but not in the abdominal tissue (Supplementary Fig. 5d–f). We also performed TRF on female flies upon *DJ694*-driven h*Dgat2* OE. 3-week-old flight performance was improved under RD-TRF and HFD-TRF upon h*Dgat2* OE (Supplementary Fig. 4h). It could potentially be explained by the TRF-mediated reduction of endogenous *Dgat2* levels (Supplementary Fig. 4i), which could potentially counter the increased levels of h*Dgat2*.

We also examined the expression levels of *Dgat2* paralogs *CG1941* and *CG1946*. Slight reductions in expression levels were observed under TRF versus ALF, except *CG1941* in HFD (Supplementary Fig. 4j). 

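*CG1941* had log2 fold changes of -0.32 in WT, 0.13 in HFD and -0.34 in *Sk2* (standard errors 0.326, 0.306 and 0.319; adjusted p = 0.840, 0.896 and 0.796, edgeR). Without the *Sk2*-ALF library at ZT11, which held 49.0 CPM against 15.9 to 23.6 CPM in the others, the *Sk2* value was 0.01. With each library left out in turn, the WT value ranged from -0.82 to -0.09 and the HFD value from 0.03 to 0.25. *CG1946* was counted 0 to 98 times per library. Its log2 fold changes were -1.30, -2.27 and -1.96 (standard errors 0.953, 0.992 and 1.05; adjusted p = 0.776, 0.303 and 0.647). TRF was lower at 4 of 6 time points in HFD and 3 of 5 in *Sk2*, and without the *Sk2*-ALF library at ZT19 the *Sk2* value was 0.17.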

*CG1941* KD driven by *DJ694-Gal4* improved flight performance at week 7, while no significant improvement was observed upon *CG1946* KD (Supplementary Fig. 4k). Overall, using loss-of-function and gain-of-function validation approaches, our data suggest that *Dgat2* plays an important role in muscle function and lipid regulation. *CG7997*, another downregulated gene, is orthologous to human *Gla* (galactosidase alpha) (Supplementary Fig. 4l). However, little is known about *CG7997* in *Drosophila*. 

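*CG7997* lies on 2R of dm6 from 16341251 to 16344182. Its mean CPM fell under TRF from 139 ± 41.4 to 85.0 ± 19.9 in WT, from 84.8 ± 11.6 to 50.3 ± 16.9 in HFD, and from 155.9 ± 45.5 to 95.5 ± 25.9 in *Sk2* (mean ± SD). The log2 fold changes were -0.71, -0.75 and -0.71 (standard errors 0.227, 0.214 and 0.222; adjusted p = 0.393, 0.170 and 0.455, edgeR), and exact two-sided permutation tests gave p = 0.0152, 0.00649 and 0.0303. It was lower at 4 of 5, 5 of 6 and 4 of 5 time points. Leaving out each library in turn kept the log2 fold changes between -0.83 and -0.56 in WT, -0.94 and -0.68 in HFD, and -0.83 and -0.54 in *Sk2*. The excluded libraries held 52.6 CPM (WT-TRF) and 95.0 CPM (*Sk2*-ALF).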

We tested muscle performance on flies with IFM-specific KD of *Gla* using *Act88F* driver; flight ability was also significantly improved with aging (Supplementary Fig. 4m). Further studies will be needed to understand the role of *CG7997* in maintaining muscle function.

### TRF increases folate regulation and purine cycle in the HFD model

We examined gene expression changes by performing Gene Ontology and Reactome pathway enrichment analysis for HFD and *Sk2* DEGs separately. 

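The enrichment of Gene Ontology terms was not repeated here. Instead, 16 lists of genes were tested in 96 camera tests, with the inter-gene correlation set to 0.01 and again estimated from the data. The lists of antimicrobial peptides and neuron markers were set before any change in expression was computed here. The paper had already reported immune response and neuronal signaling among the genes changed in HFD in these libraries. The tests of these lists are thus not independent of that report. In HFD, 17 of 17 genes for antimicrobial peptides and their relatives were higher under TRF (median log2 fold change 1.24, 6 past the paper's threshold, camera p = 1.50e-07). With the estimated correlation of 0.542 the camera p was 0.0793. Their mean log2 CPM was higher under TRF at 6 of 6 time points, by 1.50 on average (exact two-sided sign-flip permutation test, p = 0.0313, the smallest possible; 0.188 adjusted over 15 tests). All 8 neuron marker genes were lower (median -1.11, 7 past the threshold). Their mean score fell by 0.903, lower at 4 of 6 time points (exact two-sided sign-flip permutation test, p = 0.156). With the score of the neuron markers as a covariate, 491 genes were lower under TRF in HFD, of which 223 were among the 732 found without it.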

Genes that were significantly upregulated under TRF versus ALF in HFD were enriched in immune response, proteolysis regulation, purine cycle, and amino acid metabolism (Fig. 5a, b), while downregulated genes were involved in neuronal signaling (Supplementary Fig. 6a, b). As most of the hits were related to the purine cycle, we examined the gene expression changes within the folate cycle and purine cycle (Fig. 5c). The purine cycle involves a 10-reaction 6-enzyme process that generates IMP from PRPP^37^. Strikingly, mRNA expression levels of all 6 genes (*Prat2*, *Gart*, *Pfas*, *Paics*, *AdSL*, and *Atic*) encoding enzymes were significantly upregulated under TRF in HFD (Fig. 5c, d, and Supplementary Fig. 7a). 

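*Prat2* (3L of dm6, from 6911999 to 6914876) rose from 80.0 ± 25.8 CPM in HFD-ALF to 186 ± 96.1 in HFD-TRF (SD, n = 6 each), a log2 fold change of 1.21 (standard error 0.258, adjusted p = 0.0588, edgeR; higher at 6 of 6 time points; exact two-sided permutation test, p = 0.00433). With the time point as a block its adjusted p was 0.0281. The log2 fold changes of *Gart* (*ade3*), *Pfas* (*ade2*), *Paics* (*ade5*), *AdSL* and *Atic* (*CG11089*) were 1.15, 0.88, 0.63, 0.83 and 1.36 (standard errors 0.342, 0.313, 0.250, 0.234 and 0.336), each higher at 5 of 6 time points, with adjusted p-values between 0.132 and 0.254 from edgeR. Together with *Prps*, *Pug* and *Nmdmc*, these genes of Fig. 5d had a median log2 fold change of 0.88 in HFD. All 9 were past the unadjusted threshold, 0 had an adjusted p under 0.05 over all 9996 genes, and 9 of 9 did when adjusted over the list alone. The genes were chosen by the paper from these libraries, so tests of the list show no stability. Camera gave p = 2.68e-11 with an inter-gene correlation of 0.01, and p = 0.00780 with the estimated correlation of 0.607 (0.329 adjusted over 96 tests). The median moved most, to 0.09, with all 53 genes of Supplementary Data 5, of which 37 were higher. The mean log2 CPM of the 9 genes was higher under TRF at 5 of 6 time points, by 0.81 on average (exact two-sided sign-flip permutation test, p = 0.0625, the smallest possible being 0.0313). At ZT7, 6 of the 9 genes were lower under TRF.

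**Figure D3:**
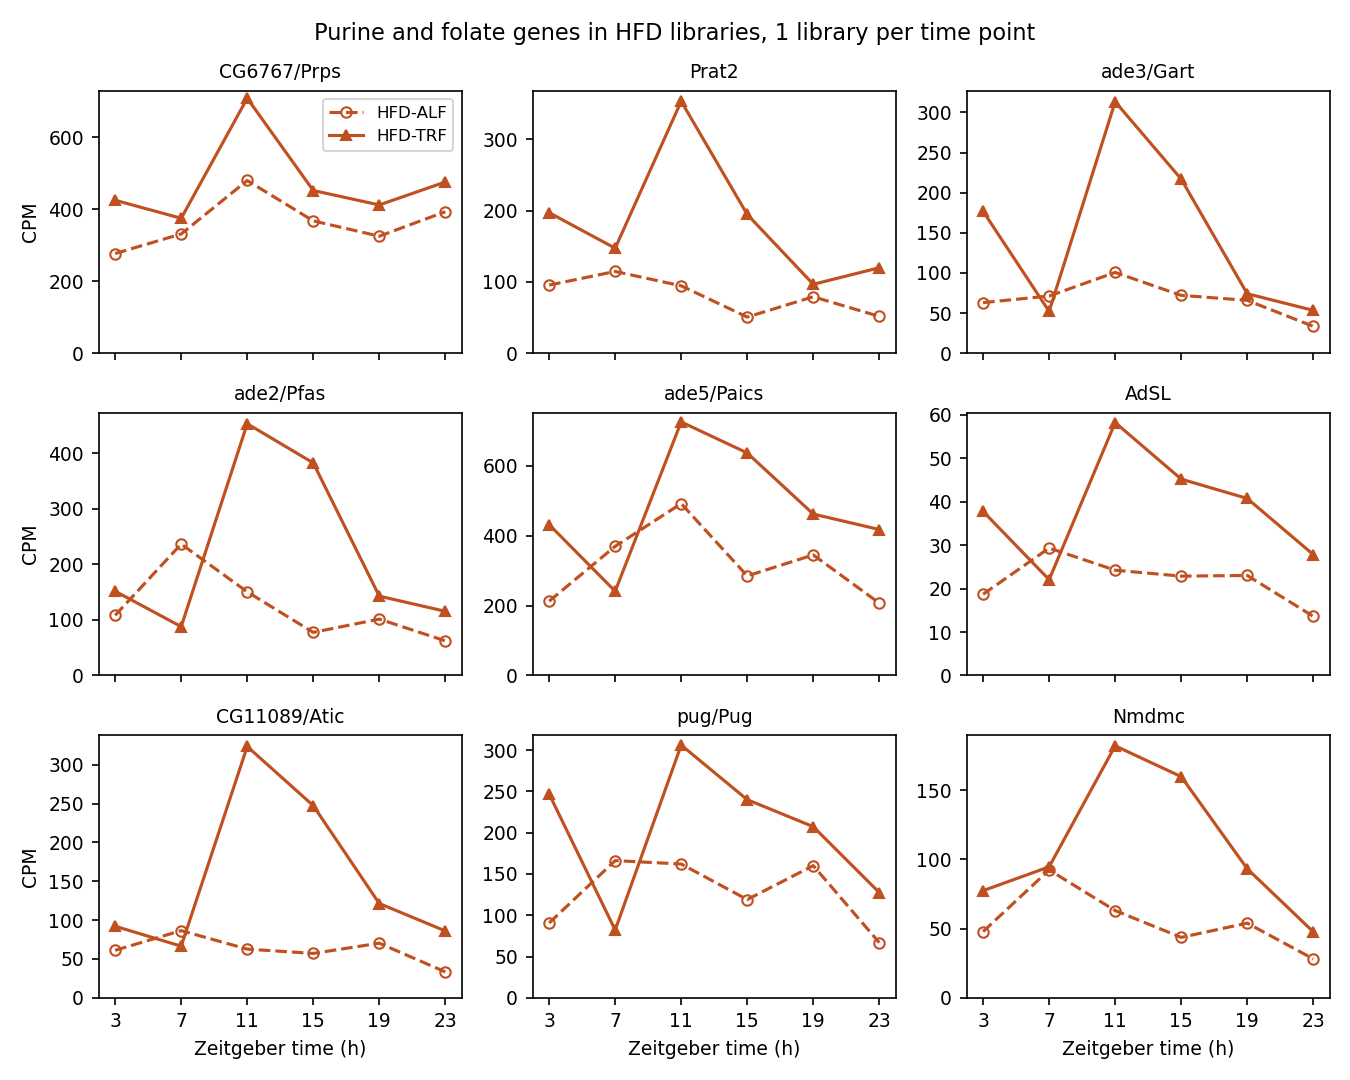
TMM-normalized CPM (vertical axes) of the 9 purine and folate cycle genes over zeitgeber time in h (horizontal axes), with 1 library per point; open circles with dashed lines are HFD-ALF and triangles HFD-TRF. *Prat2*, for example, had its highest value at ZT11 under TRF, and all 9 genes are higher under TRF at ZT11.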

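*Prps* (*CG6767*) had 357 ± 68.9 CPM in HFD-ALF and 474 ± 128 in HFD-TRF (SD, n = 6 each), a log2 fold change of 0.41 (standard error 0.186, adjusted p = 0.320, edgeR), and fell short of the unadjusted threshold with a filter of at least 10 counts in every library (0.37). *Nmdmc* rose from 54.1 ± 21.7 to 110 ± 53.3 CPM (1.02, standard error 0.329, adjusted p = 0.207) and *Pug* from 126 ± 42.1 to 202 ± 85.3 CPM (0.68, standard error 0.244, adjusted p = 0.228). *Prps* and *Nmdmc* were higher under TRF at 6 of 6 time points and *Pug* at 5 of 6.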

*Prps*, located upstream of de novo IMP biosynthesis, as well as *Nmdmc* and *Pug* within the folate cycle, were significantly upregulated (Fig. 5c, d). 

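Of the 9 purine and folate cycle genes, 7 were called rhythmic in HFD-ALF (not *Prps*, q = 0.111, or *Atic*, q = 0.111) and 7 in HFD-TRF (not *Prps*, q = 0.114, or *Pug*, q = 0.114). The calls rest on the duplicated cycle, and an exact permutation of the single measured cycle left 0 of the 9 genes with an unadjusted p under 0.05, which its 6 time points do not allow. The amplitude, as maximum minus minimum log2 CPM, was higher under TRF for 9 of 9 genes, with medians of 1.32 under ALF and 1.93 under TRF.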

As shown in Supplementary Fig. 7b, 8 genes were rhythmic over 24 h under TRF; among them, 7 genes oscillated in both ALF and TRF with higher amplitudes under TRF, while *Atic* gained rhythmicity under TRF. 

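In HFD-TRF, the highest value of 9 of 9 purine and folate cycle genes was at ZT11, from the 1 library at that time point. In HFD-ALF it was at ZT11 for 3 of 9 genes. The HFD-TRF library at ZT11 thus sets the amplitudes of all 9 genes under TRF. Without it, the median log2 fold change of the 9 genes in HFD was 0.67.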

All cycling genes reached the peak expression at the end of the eating period. Notably, non-significant increases in the expression of these genes under TRF versus ALF were observed in WT and *Sk2* flies, although a similar peak pattern was shown in *Sk2* flies (Supplementary Fig. 7b).

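In WT, 9 of 9 genes were higher under TRF (median log2 fold change 0.41) and 0 were past the paper's threshold. Their mean score was higher at 5 of 5 time points, by 0.48 (exact two-sided sign-flip permutation test, p = 0.0625, the smallest possible). In *Sk2*, 9 of 9 genes were higher (median 0.20) and 1, *Prps*, was past the threshold (0.44, adjusted p = 0.556, edgeR). The mean score was higher at 3 of 5 time points, by 0.21 (exact two-sided sign-flip permutation test, p = 0.375). The difference of the mean score between HFD and WT was 0.33 (exact two-sided permutation test, p = 0.327) and between *Sk2* and HFD -0.60 (p = 0.128 by the same exact permutation test), neither larger than the spread between time points. In *Sk2*-TRF, 9 of 9 genes were called rhythmic and 1 had its highest value at ZT11, against 8 of 9 with the highest value at ZT11 in *Sk2*-ALF.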

**Fig. 5:**
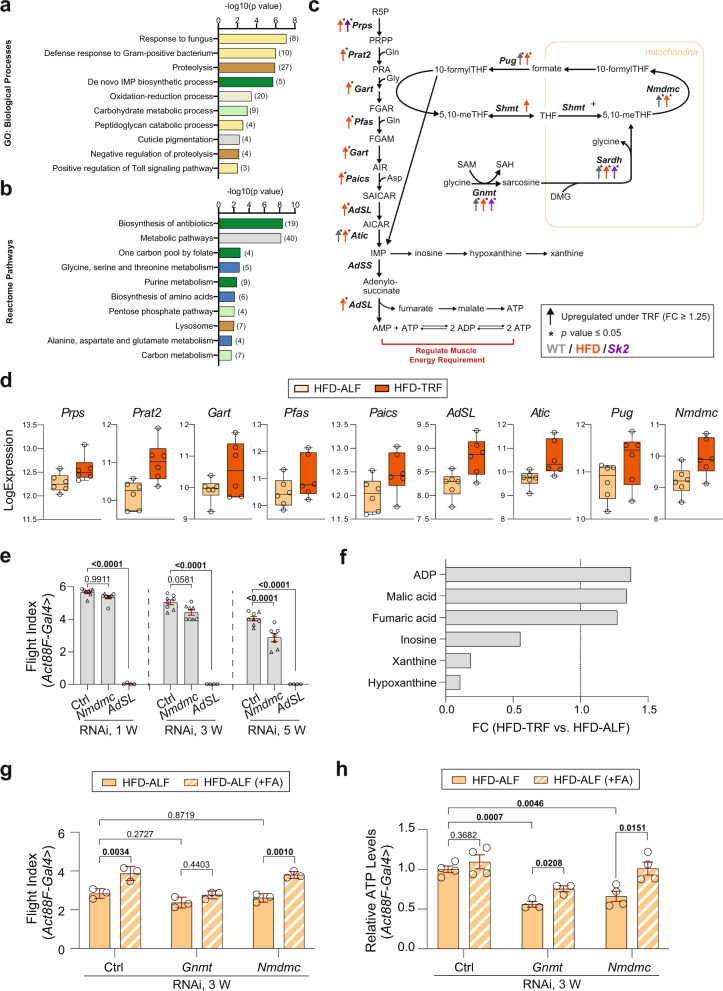
TRF upregulated genes linked with purine biosynthesis and folate cycle in the HFD model. **a** GO analysis and **b** Reactome pathway analysis of 270 genes that were significantly upregulated under TRF in HFD flies. Bar charts represent the −log10 (*p-*value) of each enriched GO term and pathway. Related pathways are colored similarly. The number of genes identified in each GO term and pathway is shown in parentheses. **c** Schematic representation of purine cycle and folate cycle with metabolic intermediates and important genes (italic bold) encoding enzymes possibly involved in energy regulation in muscle. The color indicates condition (gray WT, orange HF, purple *Sk2*). Up arrows indicate upregulation of gene expression (fold change ≥1.25). Asterisks indicate *p-*value ≤ 0.05. **d** Expression level of significantly upregulated genes in the purine cycle and folate cycle under TRF versus ALF in the HFD model. *N* = 5 time points in WT and *Sk2*. *N* = 6 time points in HFD. **e** Flight performance of control, *Nmdmc* KD, and *AdSL* KD using *Act88F-Gal4* at 1, 3, and 5 weeks of age in female flies. Two independent lines were tested. Results from *AdSL* RNAi #1 are shown in Fig. 5e and results from *AdSL* RNAi #2 are shown separately in Supplementary Fig. 7e due to varying severity of phenotypes and different KD efficiency verified by qRT-PCR (Supplementary Fig. 7d). Flight indices were indicated as cohorts of 10–20 flies. Results from independent RNAi lines were indicated with the symbol circle or triangle. # of cohorts per RNAi line per age group = 4; # of flies per genotype per age group = 51–143. Details of precise N are in Source Data. Mean ± SEM. One-way ANOVA with Sidak post hoc tests. **f** Metabolites (fold change ≥1.25 under HFD-TRF versus HFD-ALF) associated with the purine cycle. *N* = 3 biologically independent replicates. **g** Flight performance of 3-week-old female flies with *Act88F-Gal4-*driven *Gnmt* KD and *Nmdmc* KD under HFD-ALF and HFD-ALF(+FA). FA, folic acid. # of cohorts per genotype per diet = 3; # of flies per genotype per diet = 44–56. Details of precise *N* are in Source Data. Mean ± SEM. Two-way ANOVA with Sidak post hoc tests. **h** Relative ATP level measurement in 3-week-old female flies with *Act88F-Gal4-*driven *Gnmt* KD and *Nmdmc* KD under HFD-ALF and HFD-ALF(+FA). *N* = 3–4 biologically independent replicates per genotype per diet. Mean ± SEM. Two-sided unpaired *t*-tests. Source data are provided as a Source Data file.

As glycine is a key amino acid utilized in the purine cycle, TRF-induced upregulation of the purine cycle could potentially mask the increased glycine generated by upregulated *Sardh* and *CG5955* (Fig. 2c). To evaluate this possibility, we suppressed *Gart*, a gene encoding enzyme which incorporates glycine in the purine cycle and examined glycine levels under TRF in HFD (Supplementary Fig. 7c). Interestingly, *Gart* suppression led to a significant increase in glycine level, supporting that the non-significant increase of glycine levels could be potentially due to the elevation of glycine utilization under HFD-TRF. We attempted to conduct *Gart* and *Sk2* double KD to examine whether additional increase of glycine level can be detected. Unfortunately, *Sk2* knockdown efficiency was only ~25% and couldn’t recapitulate the increased basal level of glycine in *Sk2* null mutant.

To understand the roles of genes involved in folate cycle and purine cycle on skeletal muscle function, we performed KD of *Nmdmc* and *AdSL* using *Act88F* and *DJ694* drivers with two RNAi lines per gene. While *Act88F*-driven KD of *Nmdmc* or *AdSL* showed reduced flight performance which was progressively worsened with age (Fig. 5e and Supplementary Fig. 7d, e), *DJ694*-driven KD only had moderate performance reduction but failed to show improved flight ability under TRF (Supplementary Fig. 7f). We also subjected *Act88F*-driven *Nmdmc* or *AdSL* KD flies into HFD-ALF or HFD-TRF regimens, and no improvements were observed under TRF (Supplementary Fig. 7g).

To further validate whether TRF activates purine cycle, we performed an untargeted metabolome analysis on 3-week-old HFD-ALF and HFD-TRF IFMs. Adenine nucleotides (ATP, ADP, AMP) are essential for providing the energy necessary for muscular contracture^38^ and accumulation of ATP degradation products (inosine, hypoxanthine xanthine, and uric acid) have been observed under atrophic muscle conditions^38^. Interestingly, we observed hypoxanthine, xanthine, and inosine were reduced under HFD-TRF (Fig. 5f and Supplementary Fig. 10). Meanwhile, ADP, in addition to fumarate, a TCA entry point, and its product malic acid, were increased under HFD-TRF (see Supplementary Fig. 9 for the differential analysis of metabolites in WT-ALF and WT-TRF). As the purine cycle plays an important role in energy balance, ATP levels were measured from the thoraces of 3-week-old HFD female flies under ALF and TRF. The relative ATP levels increased by 20% under TRF compared to ALF in the HFD flies, while no changes were observed in WT flies (Supplementary Fig. 7h).

Folic acid, also known as vitamin B9, can be reduced to THF, and then enter the folate cycle in support of the purine cycle. Given the significant upregulation of *Gnmt*, *Sardh*, *CG5955*, and genes associated with purine synthesis under HFD-TRF, we tested the impact of folic acid supplementation on muscle function under a high-fat diet challenge. A dose-dependent effect of folic acid on muscle performance is shown in Supplementary Fig. 7i, j, where a dose higher than 4 mM is deleterious. Therefore, a concentration of 4 mM was used in the following folic acid supplementation. In addition, we tested the effects of folic acid supplementation in WT and *Sk2* flies; however, no improvements in flight and climbing abilities were found (Supplementary Fig. 7k, l). As folic acid supplementation improved muscle performance in HFD flies, the effects of folic acid supplementation in HFD were also examined in flies with *Act88F*-driven KD of *Gnmt* and *Nmdmc*. Interestingly, a significant improvement in flight performance was observed in *Nmdmc* KD flies under a high-fat diet supplemented with folic acid, but not in flies with *Gnmt* KD (Fig. 5g). Regarding ATP levels, we detected a significant increase in ATP in both *Gnmt* KD and *Nmdmc* KD HFD flies supplemented with folic acid (Fig. 5h). While we have not directly measured the effects of folic acid feeding on metabolites, we have shown increases in metabolites related to purine cycle under HFD-TRF. Metabolites such as oxypurines (hypoxanthine, xanthine) were decreased in HFD-TRF. It is important to note that decreased  oxypurines were also observed from folic acid treated ischemic patients in another study^39^. Furthermore, an in silico study predicted that folate depletion leads to a reduction of ATP pools^40^. Altogether, our results suggest that TRF modulates purine cycle in HFD IFMs and this in turn ameliorates obesity-related muscle declines via increased ATP levels.

### TRF upregulated genes linked with AMPK and downstream pathways in *Sk2* mutant, a genetic obesity model

Based on the GO and Reactome analysis, genes that were significantly upregulated under TRF in *Sk2* flies were enriched in four major groups: (1) Glycolysis; (2) Glycogen metabolism; (3) TCA cycle; (4) Mitochondrial ETC (Fig. 6a, b). In addition, GO and Reactome analyses revealed significant downregulation of genes involved in cell division, DNA replication, and DNA repair (Supplementary Fig. 6c, d). 

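The enrichment analysis itself was not repeated. The 33 genes of Fig. 6c, chosen by the paper from these libraries, had a median log2 fold change of 0.40 in *Sk2*. All 33 were higher under TRF and 19 were past the paper's threshold, while 0 had an adjusted p under 0.05 (lowest 0.500, edgeR). By pathway, 7 of 7 glycolysis genes were higher (median 0.41, 4 past the threshold), 4 of 4 glycogen genes (0.40, 3 past), 6 of 6 TCA cycle genes (0.42, 3 past) and 15 of 15 ETC genes (0.38, 9 past). Camera gave p = 7.37e-22 for the list with an inter-gene correlation of 0.01, and p = 0.0303 with the estimated correlation of 0.705 (0.329 adjusted over 96 tests). The median moved most when 1 library was left out, between 0.34 and 0.47. It was 0.46 with all 36 libraries and 0.37 with the time point as a block. With all 101 genes of Supplementary Data 6 it was 0.37, with 97 genes higher. The mean log2 CPM of the 33 genes was higher under TRF at 5 of 5 time points, by 0.35 (exact two-sided sign-flip permutation test, p = 0.0625, the smallest possible). It was higher at 6 of 6 over all 36 libraries (p = 0.0313 by the same exact test, the smallest possible, and 0.234 adjusted over 15 tests). The added pair rests on the excluded *Sk2*-ALF library at ZT23. Its mean log2 CPM of flight muscle markers was 9.86, against 10.80 in *Sk2*-TRF at ZT23. A difference in muscle RNA thus cannot be told apart from an effect of TRF in that pair.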

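Over the 34 libraries, 19 genes for DNA replication and cell division had a median log2 fold change of -0.21 in *Sk2*. They were lower for 16 of 19 genes, of which 1 was past the paper's threshold, and their mean score was higher at 3 of 5 time points (exact two-sided sign-flip permutation test, p = 0.875). The median over all 36 libraries was -2.71, with 0 of 19 genes higher. The excluded *Sk2*-ALF library at ZT23 had a mean log2 CPM of 6.63 over these genes, 5.43 SD above the mean of the other *Sk2*-ALF libraries. In WT the median moved from -0.30 over the 34 libraries to 3.47 over all 36, with a score of 7.45 in the excluded WT-TRF library at ZT11.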

Interestingly, these four metabolic pathways enriched by upregulated genes under TRF can be connected by the activation of AMPK (Fig. 6c, d). Moreover, the mRNA levels of the AMPKα subunit and genes associated with the AMPK downstream pathways were significantly increased under TRF in *Sk2* flies; while, this trend was not consistently seen in WT or HFD flies (Supplementary Fig. 8a–c). 

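*Ampkα* (X chromosome of dm6, from 1375536 to 1378896) rose from 172 ± 14.4 CPM (SD, n = 5) in *Sk2*-ALF to 211 ± 27.5 (SD, n = 6) in *Sk2*-TRF, a log2 fold change of 0.30 (standard error 0.151, adjusted p = 0.609, edgeR). It was higher at 4 of 5 time points (exact two-sided permutation test, p = 0.0238) and short of the unadjusted threshold. It was past the threshold over all 36 libraries, at 0.35 and higher at 5 of 6 time points, with 150 CPM in the excluded *Sk2*-ALF library. The log2 fold changes were 0.06 in WT and -0.07 in HFD. The interactions were 0.24 for *Sk2* against WT (adjusted p = 0.856) and 0.37 for *Sk2* against HFD (adjusted p = 0.454), so a difference between models was not shown for *Ampkα* alone. For the mean score of the 33 genes of Fig. 6c, the difference between *Sk2* and HFD was 0.58 (exact two-sided permutation test, p = 0.0368; 0.184 adjusted over 15 tests) and between *Sk2* and WT 0.27 (exact two-sided permutation test, p = 0.127; 0.306 adjusted). With the excluded libraries these were 0.70 and 0.49 (exact two-sided permutation tests, p = 0.0173 and 0.0325, adjusted over 15 tests 0.146 and 0.162). Both excluded libraries had the lowest flight muscle score of their group (9.51 in WT-TRF, 9.86 in *Sk2*-ALF). The values over all 36 libraries, that of *Ampkα* included, may therefore hold a difference in muscle RNA.

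**Figure D4:**
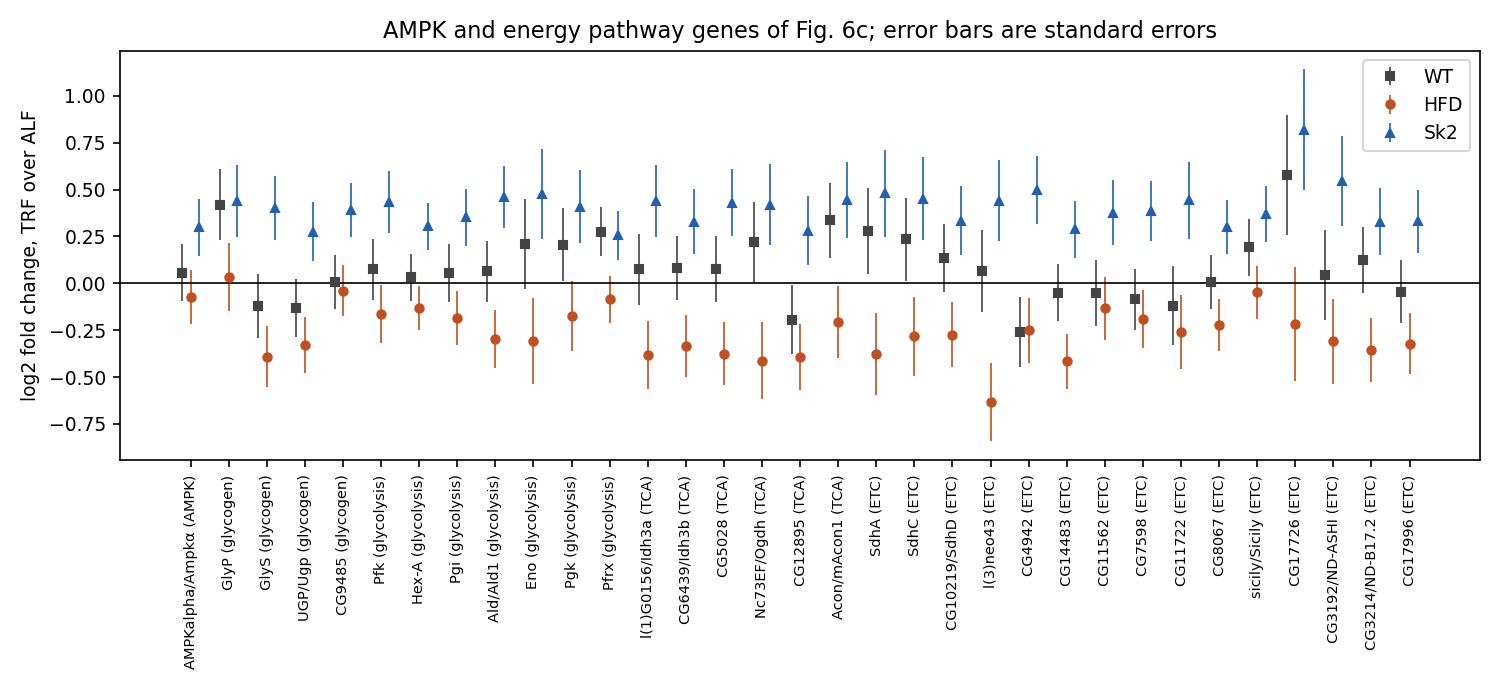
Log2 fold changes of TRF over ALF (vertical axis) for *Ampkα* and the genes of Fig. 6c (horizontal axis, pathway in brackets) in WT (squares), HFD (circles) and *Sk2* (triangles), with standard errors from edgeR as bars. *Sk2* values lie between 0.26 and 0.82, and HFD values between -0.63 and 0.03.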

Previous studies have revealed rhythmicity in gene expression for key enzymes of glycolysis in mice skeletal muscle^41^, and glycogen metabolism in rat liver^42^. Therefore, we examined whether the significantly upregulated genes under TRF also have rhythmic expression in *Sk2* flies. 

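In *Sk2*-TRF, 4 of 7 glycolysis genes (*Pgi*, *Ald*, *Eno* and *Pgk*) and 4 of 4 glycogen genes were called rhythmic. In *Sk2*-ALF, which had 5 time points, 2 of 7 (*Eno* and *Pgk*) and 0 of 4 were called. *Pgi* in *Sk2*-ALF had a q of 0.0180 and an amplitude of 0.16, below the fold criterion. With ZT23 included, 3 glycolysis and 2 glycogen genes were called in *Sk2*-ALF, and *Pgk* was not (q = 0.117).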

As expected, most genes encoding enzymes in glycolysis and glycogen metabolism had rhythmicity under TRF (Supplementary Fig. 8d), where *Pgi*, *Pgk*, and *Eno* gained rhythmicity under *Sk2-*TRF compared to *SK2-*ALF. 

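Median amplitudes of the 7 glycolysis genes, as maximum minus minimum log2 CPM, were 0.36 in *Sk2*-ALF and 0.62 in *Sk2*-TRF, and those of the 4 glycogen genes 0.28 and 0.61. All 7 and all 4 were higher under TRF, where 6 time points entered the maximum and minimum against 5 under ALF.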

Elevated amplitudes were detected under TRF among genes that oscillate in both ALF and TRF. 

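In *Sk2*-TRF, 0 of 6 TCA cycle genes and 3 of 15 ETC genes were called rhythmic. In *Sk2*-ALF 2 of 6 and 8 of 15 were called. On the single measured cycle, the exact permutation left 0 genes of either list rhythmic in either group, as its design fixes in advance.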

On the other hand, most of the genes associated with TCA cycle and ETC did not show rhythmicity, aligning with the previous observation where the TCA cycle and ETC components exhibited circadian changes in protein but not mRNA levels^25,43^. 

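Of the 33 genes of Fig. 6c, 24 were higher and 9 lower under TRF in WT, with a median log2 fold change of 0.07, and 1 was past the paper's threshold. In HFD 32 of 33 were lower, with a median of -0.27, and 9 were past the threshold. The mean score of the list in HFD fell by 0.225 and was higher under TRF at 1 of 6 time points (exact two-sided sign-flip permutation test, p = 0.156).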

Notably, expression levels of the upregulated genes associated with AMPK signaling downstream pathways were unchanged, if not decreased, under TRF in WT and HFD flies (Supplementary Fig. 8d, e).

**Fig. 6:**
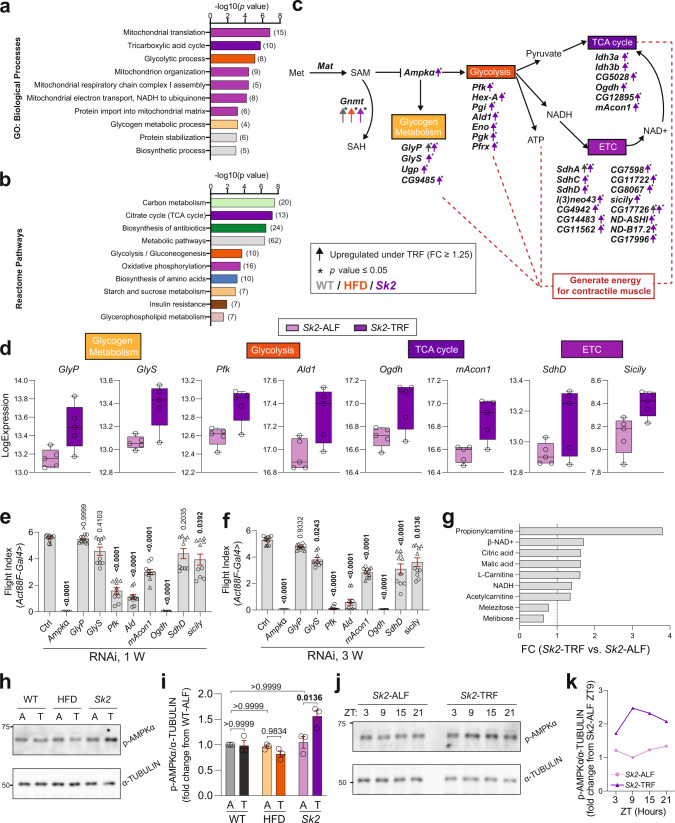
TRF upregulated genes associated with AMPK and downstream pathways in the *Sk2* model. **a** GO analysis and **b** Reactome pathway analysis of 408 genes that were significantly upregulated under TRF in *Sk2* flies. Bar charts represent the -log10 (*p-*value) of each enriched GO term and pathway. Related pathways are colored similarly. The number of genes identified in each GO term and pathway is shown in parentheses. **c** Schematic representation of the connection between *Gnmt*, *Ampk*α, and downstream of AMPK signaling with important genes (italic bold) encoding enzymes. The color indicates condition (gray WT, Orange HFD, purple *Sk2*). Up arrows indicate upregulation of gene expression (fold change ≥ 1.25). Asterisks indicate *p-*value ≤ 0.05. **d** Expression level of significantly upregulated genes in glycolysis, glycogen metabolism, TCA cycle, and electron transport chain under TRF versus ALF in *Sk2* flies. *N* = 5 time points in WT and *Sk2*. *N* = 6 time points in HFD. **e**, **f** Flight index of *Act88F-Gal4*-driven KD of representative genes associated with AMPK downstream pathways at 1 (**e**) and 3 (**f**) weeks of age in female flies. Two independent lines per gene were tested. Flight indices were indicated as cohorts of 10–24 flies. Results from independent RNAi lines were indicated with the symbol circle or triangle. Results from *Ampkα* RNAi #1 are shown in Fig. 6e, f and results from *Ampkα* RNAi #2 are shown separately in Supplementary Fig. 8g due to varying severity of phenotypes and different KD efficiency verified by  PCR (Supplementary Fig. 8f). # of cohorts per RNAi line per condition = 4–5; # of flies per genotype per age group = 112–174. Details of precise *N* are in Source Data. Mean ± SEM. One-way ANOVA with Sidak post hoc tests. **g** Metabolites (fold change ≥ 1.25 under *Sk2*-TRF versus *Sk2*-ALF) associated with the AMPK signaling pathway. *N* = 3 biologically independent replicates. Decreased di- and trisaccharides are potentially broken down in glycogen metabolism. Increased metabolites are related to TCA, and ETC pathways. **h** Representative western blot of p-AMPKα levels (top) and α-TUBULIN (bottom) from 3-week-old female IFMs in WT, HFD, and *Sk2* flies under ALF (A) and TRF (T). Samples were collected at ZT 9. (i) Ratios of p-AMPKα/α-TUBULIN normalized to WT-ALF. *N* = 3 biological independent samples. Mean ± SEM. Two-way ANOVA with Sidak post hoc tests. **j** Representative western blot of p-AMPKα levels (top) and α-TUBULIN (bottom) from 3-week-old female thoraces at ZT 3, 9, 15, and 21 in *Sk2-*ALF and *Sk2*-TRF flies. **k** Ratios of p-AMPKα/ α-TUBULIN (normalized to trough of *Sk2*-ALF value) from 3-week-old female fly thoraces at ZT3, 9, 15, and 21 in *Sk2-*ALF and *Sk2*-TRF flies. Source data are provided as a Source Data file.

To understand the role of genes associated with glycolysis, glycogen metabolism, TCA, and ETC on skeletal muscle function, we performed KD of selected genes using the *Act88F* and *DJ694* drivers. While significant reductions of flight performance in 1- and 3-week-old flies were observed upon *Act88F-* driven KD of *Ampkα*, *GlyS*, *Pfk*, *Ald1*, *mAcon1*, *Ogdh*, *SdhD* and *Sicily* (Fig. 6e, f, and Supplementary Fig. 8f, g), only moderate performance reduction were observed in 5-week-old flies upon *DJ694*-driven KD of *Ampkα* and *SdhD* (Supplementary Fig. 8h). It is to note that *DJ694*-driven *mAcon1* and *Ogdh* KD showed flight performance impairment, suggesting their potential roles in muscle maintenance. We subjected these *DJ694-*driven KD flies to ALF and TRF regimens. TRF failed to improve muscle performance upon suppression of *Ampkα*, *Ogdh*, and *SdhD*, but not *mAcon1* (Supplementary Fig. 8h).

To assess the *Sk2*-specific roles of AMPK downstream pathways, we tested the flight performance of flies with *Act88F*-driven *GlyS* or *mAcon1* KD accompanied with *Sk2* RNAi. While *mAcon1* KD itself led to flight performance reduction, *mAcon1* and *Sk2* double KD caused a further reduction in flight index (Supplementary Fig. 8i). A similar trend was also observed in *GlyS* KD. To examine whether AMPK-associated pathways contribute to TRF-mediated muscle improvement in *Sk2* flies, we tested the flight performance upon *GlyS* or *mAcon1* KD accompanied with *Sk2* KD. While TRF-mediated muscle improvements were observed in *mAcon1* KD flies, TRF failed to improve flight ability in the suppression of *mAcon1* accompanied with *Sk2* KD. Moreover, while *GlyS* KD flies did not respond to TRF, *GlyS,* and *Sk2* double KD flies showed a further decline in muscle performance under TRF (Supplementary Fig. 8i). Altogether, these results suggest that basal or increased activity of AMPK-associated pathways supports TRF-mediated muscle benefits in *Sk2* flies.

To further test if TRF activates AMPK signaling in *Sk2* flies, metabolites were analyzed under ALF and TRF. We observed di- and tri-saccharides melezitose and melibiose reduced under *Sk2*-TRF suggesting higher rates of metabolism of glycogen (Fig. 6g). TCA components citrate and malate, in addition to L-carnitine, acetylcarnitine and glutamine, which are essential for TCA^44^, were found to be increased under *Sk2*-TRF condition. Furthermore, beta-nicotinamide adenine dinucleotide (β-NAD^+^) and nicotinamide (NADH), which are co-factors essential for ETC, were found to be increased under *Sk2*-TRF (Fig. 6g and Supplementary Fig. 11). These results support the TRF-mediated involvement of glycogen metabolism, TCA, and ETC pathways, which are well-known pathways in regulating ATP levels^45^.

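Among the genes of the deposited table, *alc* (2R of dm6, from 9135375 to 9137933) encodes the beta subunit of AMPK and *SNF4Agamma* (3R, from 21140739 to 21214269) the gamma subunit. *alc* had mean CPM between 68.4 and 96.2 in the 6 groups and *SNF4Agamma* between 495 and 554. The log2 fold changes under TRF were 0.25, 0.19 and 0.14 for *alc*, and 0.03, -0.04 and 0.14 for *SNF4Agamma*, in WT, HFD and *Sk2*. Their smallest adjusted p was 0.595 (edgeR).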

To determine whether AMPK contributes to TRF-dependent skeletal  muscle benefits, we examined the expression of *Ampkα* (gene encoding the catalytic subunit of AMPK in *Drosophila*^46^) (Supplementary Fig. 8a, b), as genes encoding the beta and gamma subunits were not found in our transcriptomic data. While AMPKα protein levels were unchanged under TRF compared to the ALF counterparts (Supplementary Fig. 8j, k), increased p-AMPKα level was observed under *Sk2*-TRF versus *Sk2*-ALF (Fig. 6h, i, and Supplementary Fig. 8l), suggesting the TRF-mediated activation of AMPK signaling , especially in *Sk2* flies. We further evaluated p-AMPKα levels at different time points across the day in *Sk2* flies. Interestingly, a phase shift of p-AMPKα was observed under *SK2*-TRF compared to *Sk2*-ALF, which peaks at the end of the eating period (Fig. 6j, k). As AMPK is known as an energy sensor, ATP levels were also measured under ALF and TRF in 3-week-old *Sk2* female flies. The relative ATP levels were reduced by 32% in *Sk2*-ALF compared to WT-ALF, and as expected, TRF restored relative ATP levels by 20% compared to ALF in the *Sk2* flies (Supplementary Fig. 7h). Taken together, our results suggest that TRF activates AMPK signaling and its downstream pathways through increased gene expression in an *Sk2*-specific manner. Consequently, this change in gene expression leads to increased ATP levels and in turn helps ameliorate obesity-related muscle phenotypes.

## Discussion

The prevalence of obesity continues to be a worldwide growing issue associated with crippling healthcare and economic burdens^47^. The skeletal muscle plays a primary role in energy and protein metabolism, glucose uptake and storage, and essential daily physiological tasks such as breathing and locomotion^48^. Interestingly, studies have demonstrated that TRF, a natural non-pharmaceutical intervention, protects against obesity, aging, and circadian disruption in peripheral tissues such as the skeletal muscle^18,49^. This study explores potential mechanisms responsible for TRF-mediated improvement of muscle function under conditions of obesity (HFD and *Sk2*). From transcriptomic analyses, common up/downregulated genes under TRF having orthologs to humans (Supplementary Fig. 2a) were found to be related to glycine production (*Sardh*, and *CG5955*)^50,51^, SAM regulation (*Gnmt*)^9^, and triglyceride synthesis (Dgat2)^52^. In addition, we found that flies under HFD-TRF predominantly showed upregulated genes related to the purine cycle. In contrast, *Sk2-*TRF flies showed upregulation of the gene encoding the catalytic subunit of AMPK (AMPKα) and downstream pathways involved in glycolysis, glycogen metabolism, TCA cycle, and ETC.

Previous studies have observed that GNMT allows the universal methyl donor, SAM, to be converted to SAH by transferring a methyl group to glycine^53^. Interestingly, higher SAM levels in older adults correlated with increased fat mass and truncal adiposity, suggesting a role in obesity. Furthermore, a related study observed that SAM was increased in overfed humans^8,54^. In our study, we observed TRF-mediated upregulation of *Gnmt*, together with *Sardh* and *CG5955*, glycine producers that can assist SAM catabolism^9,32^ (Fig. 2a). We found that measured glycine levels were significantly increased in *Sk2-*TRF while HFD-TRF and WT-TRF did not mirror the same level of increase. We hypothesize that glycine increases in HFD-TRF may not be measurable because of HFD-TRF-induced purine cycle activation, where glycine is consumed by *phosphoribosylglycinamide transformylase* (encoded by *Gart*). Both essential purine cycle genes *Gart* and *Nmdmc* were found to be significantly upregulated in HFD-TRF but not in *Sk2-*TRF, suggesting that glycine consumption through the purine pathway occurred only in HFD. 

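For *Gart*, mean CPM was 184 ± 58.1 in *Sk2*-ALF (SD, n = 5) and 207 ± 31.0 in *Sk2*-TRF (SD, n = 6), against 66.7 ± 21.3 and 149 ± 110 in HFD-ALF and HFD-TRF. In *Sk2* the log2 fold change was 0.17 for *Gart* and 0.41 for *Nmdmc* (adjusted p = 0.923 and 0.770, edgeR). The difference of the TRF effect between *Sk2* and HFD was -0.99 for *Gart* (standard error 0.489, adjusted p = 0.403) and -0.61 for *Nmdmc* (standard error 0.474, adjusted p = 0.586), by edgeR's test of the interaction. From the upregulation of these genes in HFD-TRF and not in *Sk2*-TRF, the paper proposes that glycine was consumed through the purine pathway in HFD alone.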

Interestingly, inducing *Gart* KD in HFD-TRF led to glycine levels being significantly increased compared to HFD-ALF. While glycine levels were largely unchanged in the WT condition, we are uncertain if further aging is required to show the effects of TRF on glycine levels in WT flies which are generally healthier compared to HFD and *Sk2* (Fig. 2c). IFM-specific KD of *Gnmt*, *Sardh* and *CG5955* using *Act88F* displayed a significant reduction in muscle performance (Fig. 2d). Furthermore, cytology of *Gnmt*, *Sardh*, and *CG5955* KD flies displayed ectopic infiltration of lipids in the skeletal muscle (Fig. 2e–g). Interestingly, upon IFM-specific KD of *Gnmt*, *Sardh,* and *CG5955*, previously observed TRF-mediated muscle improvements were abolished signifying the three genes’ importance in TRF-mediated muscle improvement (Fig. 2h).

*Dgat2* downregulation was observed in all TRF conditions. A recent study found that overexpression of *Dgat2* in glycolytic type 2 muscle led to increased lipid accumulation and insulin resistance in mice^55^. This aligns with our observation that muscle performance during aging was retained in IFM-specific *Dgat2* KD flies (Fig. 4c), and significantly less lipid accumulation in muscle was seen (Fig. 4d–f). Moreover, IFM-specific overexpression of human *Dgat2* (h*Dgat2*) resulted in reduced muscle performance (Supplementary Fig. 4e) and increased lipid accumulation in muscle (Supplementary Fig. 4f, g), signifying a conserved role of *Dgat2* and its translational potential in humans. Interestingly, subjecting *Dgat2* KD flies to RD- and HFD-TRF showed additional improvements in muscle performance, accompanied by a further reduction of *Dgat2* levels (Supplementary Fig. 4c, d). Moreover, flies with h*Dgat2* overexpression demonstrated improved muscle performance under TRF compared to their ALF counterparts, and interestingly, with reduced expression of endogenous *Dgat2* (Supplementary Fig. 4h, i). Taken together, our results suggest the possibility that TRF-mediated reduction of *Dgat2* provides benefits to muscle performance in both *Dgat2* KD and h*Dgat2* overexpression flies. This does not however, preclude any other pleiotropic effects of TRF which may have played contributing roles in the observed muscle improvement. It is known that *Dgat2* knockdown increases de novo synthesis of fatty acids from glucose towards a TAG pool, which is simultaneously hydrolyzed, yielding fatty acids for mitochondrial oxidation^56^. This may suggest TRF’s ability to mediate glucose metabolism in muscle stems from *Dgat2* reduction.

Evaluating upregulated genes predominantly in HFD-TRF, we observed genes with functions relating to the purine cycle and immune-related response (Fig. 5a, b). Although involved in immune function, the purine cycle also helps balance energy requirements potentially needed for muscular contraction through several ways, including replenishment of the TCA intermediate of fumarate and increasing flux for adenylate kinase^57^. A key gene for both TCA anaplerosis and adenylate kinase flux, *AdSL*, was significantly upregulated along with most upstream enzymes (Fig. 5c, d, and Supplementary Data 5). Interestingly, KD of *adenylosuccinate lyase* (*AdSL*) using *Act88F* driver showed impairment of flight index, while using *DJ694* driver showed normal flight performance but lost the TRF benefits in muscle (Fig. 5e, Supplementary Fig. 7f). In this study, comparing collected metabolites from HFD-TRF to HFD-ALF flies, we found an increase in ADP (a precursor to ATP), fumarate (an entry point for enriching the TCA), and malate (a subsequent product of fumarate upon entering TCA). Furthermore, HFD-ALF flies were found to have higher levels of inosine, hypoxanthine, and xanthine (Fig. 5f, and Supplementary Fig. 10), which are markers of ATP catabolism and ATP exhaustion^58^. This corroborates our observation of reduced ATP levels in HFD-ALF compared to WT-ALF and HFD-TRF displayed increased levels of ATP (Supplementary Fig. 7h). This may suggest that ATP is a key component modulated by TRF and involved in mediating muscle improvement under HFD conditions. Although our results indicate purine involvement in HFD-TRF, the results are limited in its ability to show dynamics and changes in metabolite levels over time. To show dynamics, more sophisticated methodology requiring C13 labeling would be required. Interestingly, a recent human study comparing 11 human individuals with obesity under TRF (8-h eating window) and extending feeding (EXF; 15-h eating window) showed purine cycle genes upregulated as well in TRF^20^ (Supplementary Fig. 12a, b, and Supplementary Data 7). These findings provide support for  the significance of the purine cycle in humans, however, the cause of obesity from this study was undisclosed and differences existed in TRF duration and eating window period. Another study has shown that ADSL plays a role in ATP generation and a new role of ADSL has been recently uncovered as an insulin secretagogue leading to insulin release and glucose uptake^59^. Taken into conjunction with the downregulation of *Dgat2*, *AdSL* may also aid in TRF’s ability to combat insulin resistance under HFD conditions.

Furthermore, an entry point of the purine cycle, 10 formyl tetrahydrofolate (10-formylTHF) has been negatively correlated with insulin resistance and obesity^60^. We found *Pug* and *Nmdmc* are significantly upregulated, which helps produce 10-formylTHF (Fig. 5c, d, Supplementary Data 5). Folate is a crucial component for the final production of 10-formylTHF, which leads to the activation of purine cycle. Folate deficiency can lead to cardiovascular disease, muscle weakness, and difficulty in walking^61,62^. In addition, folate supplementation demonstrated flight improvement and increased relative ATP levels (Fig. 5g, h). This may suggest that the maintenance of optimal folate levels are crucial for purine cycle activation and may subsequently help to improve muscle performance. However, increased ATP levels in *Gnmt* KD from folic acid supplementation did not mirror the same magnitude of flight improvement seen in *Nmdmc* KD. In addition, control flies with folic acid supplementation demonstrated flight improvement with only modest increases in ATP levels (Fig. 5g, h). This may suggest that not just overall levels of ATP are important but potentially other factors such as ATP flux may play a role in improving flight performance. Interestingly, literature suggests that GNMT may promote purine-related pathways through its aid in the production of 5, 10-methylene tetrahydrofolate with SARDH, which is the entry point of folate into mitochondria^63^. Furthermore, GNMT also modulates purine expression through its translocation to the nucleus in folate-depleted conditions such as HFD^9,63^.

We observed DEGs found in *Sk2-*TRF compared to *Sk2-*ALF to be predominantly involved in TCA, glycogen metabolism, glycolysis, and mitochondrial ETC (Fig. 6a, b, and Supplementary Data 6). These pathways are connected through AMPK signaling^64^, further the catalytic domain of AMPK was also observed to be significantly upregulated in *Sk2-*TRF (Fig. 6c). It is well known that AMPK acts as an energy sensor able to sense high ratios of AMP/ATP and help regulate lipid metabolism^65^. AMPK is also linked to catabolism and energy production for muscle contraction through ATP production in glycolysis, TCA, and ETC, mediating glucose uptake in tissues such as muscle and mediating fatty acid oxidation^66^. Here, our results showed consistent upregulation of ETC-related genes (Supplementary Data 6), genes encoding TCA key enzymes (aconitase, isocitrate dehydrogenase, α-keto glutarate dehydrogenase) and genes associated with glycolytic and glycogen metabolism (Fig. 6d). We found that metabolites increased under *Sk2*-TRF were L-carnitine, propionyl-carnitine, and acetylcarnitine (Fig. 6g and Supplementary Fig. 9, 11), key components for assisting the production of acetyl-CoA needed for TCA^44^. We also found citric acid and malic acid, products of TCA cycle increased under TRF in *Sk2*. Further, increases in NADH suggest increased NAD+ consumption in TCA cycle while production of NAD+ may suggest increased activity of ETC. In addition, we found melezitose and melibiose, a trisaccharide and disaccharide increased under *Sk2-*ALF, suggesting that these two are metabolized in TRF via glycogen metabolism which is also associated with AMPK signaling. The findings of these metabolites support the involvement of AMPK signaling under *Sk2-*TRF however, is limited in its ability to elucidate the dynamics of these metabolites and changes over time. A previous study has shown that GNMT assists AMPK activation indirectly as SAM’s methylation of protein phosphatase 2A (PP2A) leads to inhibition of AMPK activation, therefore, GNMT reduction of SAM may lead to AMPK activation^67^.

As GNMT plays a profound role in the proposed pathways, *Crtc* and *FoxO* expression were examined under ALF/TRF conditions in WT, HFD, and *Sk2* as potential transcription factors which mediate *Gnmt* gene expression^33,34^. In *Drosophila*, fasting conditions can trigger activation of CRTC, which has been found to stimulate *Gnmt* and *Sardh* while also upregulating the expression of purine cycle genes (*Ade2*, *AdSL*)^33^. Due to this reason, we hypothesized that CRTC may mediate *Gnmt* expression under HFD-TRF. Indeed, we found that *Crtc* displayed upregulation under TRF compared to ALF in WT and HFD flies, potentially supporting CRTC involvement under TRF in both WT and HFD (Supplementary Fig. 3o). While the above changes were not found in *Sk2*, *FoxO* showed upregulation (5 out of 6-time points) under TRF in *Sk2* only (Supplementary Fig. 3o). 

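Over the 34 libraries, *FoxO* in *Sk2* was higher under TRF at 4 of the 5 time points with both libraries, and over all 36 libraries at 5 of 6, with 117 CPM in the excluded *Sk2*-ALF library at ZT23. It was higher at 3 of 5 time points in WT and 3 of 6 in HFD. The interactions were 0.33 for *Sk2* against WT (adjusted p = 0.861) and 0.40 for *Sk2* against HFD (adjusted p = 0.558, edgeR). *Crtc* was higher under TRF at 3 of 5 time points in WT, 4 of 6 in HFD and 2 of 5 in *Sk2*.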

Interestingly, a previous study regarding *FoxO* has shown that immune responses in *Drosophila* alter SAM metabolism through dFoxO activation and *Gnmt* upregulation^34^.

Our results have shown that TRF-mediated benefits in IFM were abrogated upon KD of *AdSL*, *Nmdmc*, *Ampkα, Ogdh*, and *SdhD* (Supplementary Figs. 7f, g and 8h). It is to note that *AdSL*, *Nmdmc*, *Ampkα, Ogdh*, and *SdhD* have been demonstrated to be important for muscle development using *Mef2-Gal4* driver^68^. Therefore, the abrogation of TRF benefits could be potentially due to the knockdown of genes essential for muscle function and not necessarily due to the absence of upregulation induced by TRF. In an attempt to rule out this possibility, we used *DJ694*-*Gal4*, an adult-muscle driver, to induce modest suppression of target gene expression. Interestingly, *DJ694*-driven KD of *AdSL*, *Nmdmc*, *Ampkα,* and *SdhD* didn’t lead to any significant decline in flight performance at the age of week 5 (Supplementary Figs. 7f and 8h), suggesting the abrogation of TRF benefits was not caused by any muscle function decline from suppression of tested genes. Although *DJ694* driver expresses in the oenocytes and salivary glands during the developmental phase and abdominal muscle during the adult phase, *DJ694* driver allows to modestly manipulate candidate genes in the adult IFM because of the absence of expression in muscle before the adult stage^27^. However, potential effects on flight performance from *DJ694*-driven KD occurring outside of IFM cannot be assessed by our methods. Further assessment will also be needed to investigate the individual contribution of candidate genes in TRF-mediated benefits.

In summary, TRF previously exhibited improvement in metabolic and skeletal muscle function^17^ in *Drosophila*, and this current study provides a potential mechanistic basis for the TRF-mediated benefits. We identified that *Gnmt*, *Sardh*, *CG5955*, and *Dgat2* were modulated across all conditions under TRF. IFM-specific KD of these genes impact ectopic lipid deposition and muscle performance. TRF-mediated benefits in IFM are abrogated upon suppression of *Gnmt*, *Sardh*, and *CG5955*, indicating that TRF-mediated upregulation of *Gnmt*, *Sardh*, and *CG5955* may account for at least a part of the TRF beneficial effect observed in muscle. Furthermore, our transcriptomic and metabolomics analyses demonstrated that distinct pathways were modulated under TRF in both HFD and *Sk2* obese models. While HFD-TRF displayed activation of the purine cycle, *Sk2*-TRF displayed activation in AMPK signaling and downstream pathways. In addition, KD of genes associated with the purine cycle and AMPK signaling led to impaired muscle function. As both the purine cycle and AMPK signaling can modulate ATP levels, our results suggest that TRF modulates the purine cycles in HFD and AMPK signaling in *Sk2*, leading to changes in energy balance and subsequent improvement of muscle function. Overall, our results assess the functional importance of purine cycles and AMPK downstream signaling within the skeletal muscle in different obesity models under TRF potentially initiated by CRTC and FOXO (Fig. 7).

**Fig. 7:**
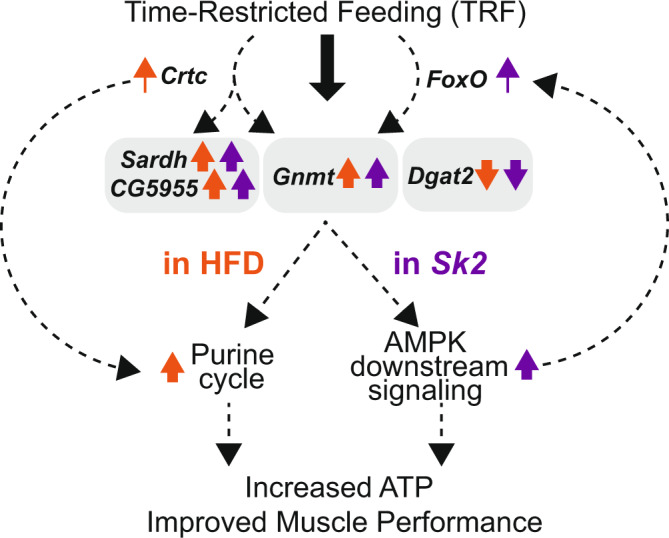
Proposed mechanism of TRF in *Drosophila* skeletal muscle under obesogenic challenges. 12 h feeding: 12 h fasting mediated TRF intervention modulates common and distinct pathways in the diet- and genetic-induced obesity models. TRF induces the upregulation of Gnmt, Sardh, and CG5955 and the downregulation of Dgat2 in both HFD and Sk2 obesity models. In HFD model, TRF induces upregulation in genes and increases in metabolites related to the purine cycle. Upregulations in the gene expression of Gnmt, Sardh and purine-cycle associated genes are potentially promoted by Crtc. In Sk2 model, upregulation of genes and increases in metabolites relating to glycolysis, glycogen metabolism, tricarboxylic acid cycle (TCA), and electron transport chain (ETC) connected by AMP kinase (AMPK) signaling are observed under TRF. Upregulation in the gene expression of Gnmt is potentially promoted by FoxO, while activation of AMPK may sustain the activation of FOXO. TRF-mediated activation of the purine cycle and AMPK signaling result in higher ATP levels which potentially lead to improved muscle performance in obesity models.

## Methods

### *Drosophila* models, diets, and feeding fasting regimens

Canton-S and Sphingosine kinase 2 (*Sk2*, BDSC: 14133) were obtained from Bloomington *Drosophila* Stock Center (BDSC). *Sk2* is the *Drosophila* ortholog of human *Sphingosine kinase 1*. *Sk2* mutants show a hallmark accumulation of ceramide, which has been implicated as a contributor to obesity^69^. Standard regular diet (RD): agar 11 g/L, active dry yeast 30 g/L, yellow cornmeal 55 g/L, molasses 72 mL/L, 10% nipagen 8 mL/L, propionic acid 6 mL/L. High-fat diet (HFD): standard diet supplemented with 5 % coconut oil^17^. For the WT model, CS flies were fed with RD. To model the diet-induced obesity, CS flies were fed with HFD. To test the impact of folic acid, 4 mM of folic acid was added either to a high-fat diet or a standard diet. 4 mM concentration of folic acid was determined for use through titration of different folate concentrations (0.1, 1, 4, 8, and 16 mM) where 4 mM showed the most beneficial impact in muscle performance (Supplementary Fig. 7i). To model genetic-induced obesity, *Sk2* flies were fed with RD. Male and female adult flies were collected upon eclosion and maintained on a standard diet in groups of 20–25 for 3 days. Vials were assigned a diet and feeding regimen on the fourth day. Flies were transferred onto fresh media every 3 days. ALF and TRF flies were subjected to vials with assigned diet at zeitgeber time zero (ZT0) 9 AM (lights on) and were switched to either a food media vial (for ALF) or a 1.1% agar vial (for TRF) at 9 PM (lights off). All flies were kept at 22 °C, 50% humidity in a 12 h light/12 h dark (LD) cycle ^18^.

To evaluate skeletal muscle-specific function of the identified genes, the following UAS-RNAi transgenic stocks were obtained from Bloomington Drosophila Stock Center (BDSC) and Vienna Drosophila Resource Center (VDRC): *Gnmt*-RNAi (BDSC: 42637; VDRC: 110623; VDRC: 25983), *Sardh*-RNAi (BDSC: 51883; VDRC: 108873, VDRC: 27601), *CG5955*-RNAi (BDSC: 64566, VDRC: 102443; VDRC:15838), *Dgat2*-RNAi (VDRC: 107788; VDRC: 7942), *Nmdmc*-RNAi (BDSC: 62268; VDRC: 5706), *AdSL*-RNAi (BDSC: 34347; VDRC: 6343), *Ampkα*-RNAi (BDSC: 57785; BDSC: 35137), *GlyS-*RNAi (BDSC: 50956; VDRC: 35137), *GlyP*-RNAi (VDRC: 27928; BDSC: 33634), *Pfk*-RNAi (BDSC: 34336; VDRC: 105666), *Ald1*-RNAi (BDSC: 26301; BDSC: 65884), *Ogdh*-RNAi (BDSC: 33686; VDRC: 50393), *mAcon1*-RNAi (BDSC: 34028; BDSC: 24756), *SdhD*-RNAi (BDSC: 65040; VDRC: 26776), *Sicily*-RNAi (BDSC: 55442; VDRC: 103029), *Sk2*-RNAi (BDSC: 35570), and control RNAi lines (BDSC: 36303, BDSC: 36304). The following overexpression stocks were obtained from BDSC: UAS-hDgat2 (BDSC: 84854) and UAS-GFP (BDSC: 5431). UAS-Gnmt overpression stock was obtained from the laboratory of Masayuki Miura^32^. Data from RNAi lines were combined if more than one RNAi lines were used unless otherwise indicated. *Act88F-Gal4* and *DJ694-Gal4* were obtained from the laboratory of Richard Cripps^27^. *Act88F-GS-Gal4* was obtained from the laboratory of Fabio Demontis^31^. For experiments using the *Act88F-GS-Gal4* driver, flies after day 4 post-eclosion were fed using food supplemented with titrated concentrations of RU486 (mifepristone; Calbiochem #475838) (10, 50, and 100 nM) unless otherwise indicated. RU486 was dissolved using ethanol. The corresponding control flies were fed using food supplemented with the same volume of ethanol alone. Ethical approval was not required for the experiments performed in this study given the exclusive use of fruit flies.

### RNA-Seq expression profiling

Similar to our previous paper^22^, after 3 weeks of age on the assigned diet and feeding regimen, indirect flight muscle (IFM) was collected from 10 female flies every 4 h over 24 h. Samples were flash-frozen and homogenized using a pellet pestle. Total RNA was prepared using the RNeasy kit (QIAGEN). Libraries were prepared according to Illumina protocols for single-end 50 bp mRNA sequencing and sequenced on an Illumina HiSeq 2500. Reads were aligned to the *Drosophila* melanogaster genome (dm6) using STAR (v2.5.0e). Only reads aligning uniquely to the genome were considered. Normalized gene expression values were found by counting alignments overlapping with exons from RefSeq gene models. WT-TRF-ZT11 and *Sk2*-ALF-ZT23 were detected as outliers, therefore, data from these two time points were removed during analysis. The two outliers and their corresponding ALF/TRF counterparts were not shown in the expression figure panels.

Analysis of differential expression was carried out using DESeq2 (v1.8)^23^, with designs that accounted for models (WT, HFD, and *Sk2*) and feeding group (ALF and TRF). Statistical significance was assessed using a negative binomial Wald test. The threshold of differential gene expression was set as fold change ≥1.25 and a *p-*value ≤ 0.05. For visualizations, a regularized logarithm transformation^23^ was applied to the gene-level read counts. Gene expression heat maps were generated from these transformed values following mean-centering. Principal component analysis was performed using the 500 genes with the highest variance across all samples. Gene Ontology Biological Process analysis and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis were performed by the Database for Annotation, Visualization and Integrated Discovery (DAVID) v6.8. The GO terms were manually curated so that there were no more than three genes that were shared between any two GO terms. To analyze the temporal dynamic of gene expression, we used empirical JTK_CYCLE with asymmetry search^40^. Periodic patterns were determined using duplicated data i.e. two cycles were artificially created from the one actual cycle of experimental data^18^. Transcripts with a maximum/minimum fold-change ≥1.3 and a Benjamini-Hochberg corrected *p-*value ≤ 0.05 were considered periodic. The expression level (normalized read count, log2) of genes are plotted as box plots. The horizontal line in each box represents the median value. The endpoints of the box represent the 25th–75th percentiles. The whiskers extend to the lowest and highest values within 1.5 times the interquartile range (IQR) from the 25th–75th percentiles.

### Muscle performance

To evaluate the roles of identified genes in muscle performance, a flight test was conducted using flies with KD or overexpression of selected genes driven by *Act88F-Gal4*, *DJ694-Gal4* or *Act88F-GS-Gal4*. Briefly, this methodology^18,70^ involves the release of control and experimental adult flies into the center of a Plexiglas box with a light source positioned at the top. Flies were released as cohorts containing 10–20 flies. Based upon each animal’s ability to fly up [6.0], horizontally [4.0], down [2.0], or not at all [0.0], we assign flight indices (FI) for different ages and genotypes of flies. Details of fly ages, genotypes, conditions, cohort numbers, total fly numbers, and flight index per cohort are documented in Source Data.

### Negative geotaxis

As previously reported^18^ flies were transferred to a new vial (10–13 flies per experiment) and allowed to rest for 2 min to acclimatize. The vial was then sharply tapped three times to stimulate a negative geotaxis response. The climbing ability of the flies was video-recorded and saved for data analysis. At 10-s intervals, the fraction of flies that climbed to the 7 cm mark was calculated.

### Cytological analysis of muscle and abdomen in fat body tissues

As previously established^18^ for cytological analysis, samples were prepared and fixed in 4% PFA, washed with PBS, and then aligned longitudinally (thoraces) in a cryomold filled with Tissue-Tek OCT (Sakura), and then flash frozen on dry ice. 30 µm thickness cryosectioned samples were washed and stained with 1× fluorescence dye 488-I with Phalloidin conjugate (1 µg/ml) for the structural aberrations, and Nile red (1 µg/mL) in 1× PBS for the lipid staining. Fluorescence images were taken using an Olympus BX-63 microscope coupled with cell-tracking software, and quantification of lipid droplets (size and density) was performed using Python scripting language (CITE) and consisted of images simple binary and Otsu thresholding and watershed segmentation.

### Western blot analysis

Five thoraces were added to 75 µl of lysis buffer (62 mM Tris pH7.5, 0.1% SDS with protease and phosphatase inhibitors). The samples were boiled for 5 min at 95 °C and centrifuged to collect the supernatant. Sample loading buffer was added, and the samples were then electrophoresed on 10% Mini-PROTEAN TGX precast protein gels (Bio-Rad). The protein bands were transferred to the nitrocellulose membrane (Bio-Rad) and incubated with AMPK-alpha antibody (Cat.: ab80039, 1:3000, Abcam), Phospho-AMPK-alpha (Thr172) antibody (Cat.: 2535 S, 1:1000, Cell Signaling), alpha Tubulin antibody (Cat.: ab52866, 1:3000, Abcam). For the secondary antibody, horseradish peroxidase-conjugated Goat anti-rabbit IgG (ab6721, Abcam) and Rabbit anti-mouse IgG (ab6728, Abcam) were used at 1:10,000 dilution. Clarity Max or Clarity Western ECL substrate (Bio-Rad) was used to detect the signal, and the corresponding band was quantified using ImageJ software.

### Glycine measurement

Ten thoraces from 3-week-old female flies per condition were isolated and glycine levels were measured using a fluorescence-based Glycine Assay Kit (Fluorometric), (Abcam, ab211100). The method for glycine measurement was followed according to the manufacturer’s protocol. A small volume of the homogenate was used for detecting protein levels using a Bradford assay (Bio-Rad) for the normalization of samples.

### ATP quantification

ATP levels in the thoraces of 3-week-old flies were quantified with a luciferase-based ATP kit (Thermo Fisher). The collection of ATP was followed according to a previous study^71^. Briefly, fly thoraces were homogenized using a homogenization buffer (6 M guanidine HCl, 100 mM Tris (pH 7.8), 4 mM EDTA) and a pellet pestle. A small volume of the homogenate was used for detecting protein levels using a Bradford assay (Bio-Rad). The remaining homogenate was lysed via boiling for 5 min and was centrifuged at maximum speed for 3 min at 4 °C. Dilution of the luciferin and luciferase was made per the instruction of the ATP kit and ATP-dependent luminescence was measured at 560 nm. ATP measurements were taken from triplicates per condition and were averaged after a total of 3 sequential readings, which were normalized according to protein levels; both protein and ATP were measured using the EPOCH Biotek plate reader.

### Metabolite sample preparation for LC-MS/MS analysis

Using 3-week-old ALF and TRF flies from WT, HFD, and Sk2 models, an aliquot (100 μL) of 10 homogenized IFMs (3 replicates per condition) in PBS were treated with ice-cold 80% methanol (400 μL) for 30 min to extract metabolites. The extractions were centrifuged at 3000 × *g* for 10 min at 4 °C, and the supernatant was transferred to a new test tube and dried to completion under nitrogen gas. The samples were then reconstituted in 100 μL of 0.1% formic acid in ddH_2_O for mass spectrometry analysis. An aliquot (10 μL) of each sample was loaded onto a Phenomenex 2.1 × 100 mm, 2.7 μm Luna Omega, 80 Å reverse-phase column (Torrance, CA). Metabolites were resolved using a linear gradient (2–50%) of acetonitrile in 0.1% formic acid for 5 min and then a 50–98% acetonitrile gradient until 6.0 min with a 1 min further hold at 98% acetonitrile. The column was then re-equilibrated at initial conditions (0.1% formic acid) for 3 min. The mobile phase flow rate (500 μL/min) was generated by an Exion UHPLC (SCIEX, Toronto, Ontario). The SCIEX 5600 TripleTOF mass spectrometer (SCIEX, Toronto, Canada) was used to analyze the metabolite profile. The Ion Spray voltages for positive and negative modes were +/−5000/4500 V and the declustering potentials were +/−80 V, respectively. Ionspray™, GS1/GS2, and curtain gases were set at 40 psi and 25 psi, respectively. The interface heater temperature was 400 °C. For all samples, sample pools, and blanks, MS1 spectra were collected as time-of-flight survey scans from *m/z* 50–1000. For the pooled samples, a 0.5 s duty cycle consisted of a 100 ms time-of-flight survey scan followed by eight 50 ms product ion time-of-flight scans over the range from *m/z* 50–1000 using a collision energy spread of 15 eV with a set collision point of 35 eV. Spectra were centroided and de-isotoped by Analyst software, version 1.81 TF (SCIEX).

### Data analysis and metabolite identification

LC-MS data were processed using MS-Dial (RIKEN Center, Yokohama City, Kanagawa) (version 4.80) to identify ion features occurring across all samples, to align them and to determine the peak areas and their retention times. After removing ions coming from the blank extracts, as well as those that were poorly reproducible, an Excel.csv file was created containing the *m/z*, peak area and retention time of each metabolite ion. This file was uploaded to MetaboAnalyst 5.0 (https://www.metaboanalyst.ca/) for univariant and multivariant statistical evaluations and the generation of heat maps. Putative annotations of metabolites were based on a comparison with the public product ion libraries provided by MS-DIAL. Further assessments were made using the IROA Metabolite Standards compound library (IROA Technologies, Sea Girt, NJ).

### Real-time quantitative PCR

Thoraces or IFMs from 3-week-old flies were collected and flash frozen. RNA was extracted using Zymo Research Quick-RNA Microprep Kit with on-column DNase I digestion. Quantitative PCR was performed using SsoAdvanced Universal SYBR Green supermix (Bio-Rad) in a BIO-RAD CFX Opus Real-Time PCR System. Expression was normalized with 60S ribosomal protein (RPL11). Primers for qPCR are listed below: *Gnmt*-F: ACACGGCGGACATCAAG; *Gnmt*-R: TCGATCAGGTGAATGTAGAAG; *Sardh*-F: CTGTCACACACTGTATCACCTG; *Sardh*-R: CGACGTGAATTAGCCAGCAG; CG5955-F: AGCCCAGTCAGTCGGTACT; *CG5955*-R: CAGTCAATGCGATGGTCCACA; *CG6806*-F: CACCAACCCTTCACCGATGAC; *CG6806*-R: GGCGAAGTAGAAGAGACGCAC; *CG5896*-F: CCTCAGCCAAAGAGTGTCCAA; *CG5896*-R: CTCCGCCGCAAAGGAATCT; *Dgat2*-F: TGTCCAAGTTGTTGGTGCTC; *Dgat2*-R: GGCACTCTTCGAATTCTCCA; *CG7997*-F: ATGGCCTGGCACTAAAGCC; *CG7997*-R: TCCGCATGTCTTTGGAAAAGTT; *CG13992*-F: GCAGCAAACGCACCATGAC; *CG13992*-R: CGGCACATATAATACGGCTCATC; *Nmdmc*-F: GCACCCAACTAGCACACGA; *Nmdmc*-R: CGACCATCTTGTTAGCCACATAC; *Ampkα*-F: TGGGCACTACCTACTGGG; *Ampkα*-R: ATCTGGTGCTCGCCGATCTT; *AdSL*-F: TGATCTGATTGTACTGAGGGACG; *AdSL*-R: ACTGGCTTAGACGAGCTATCAC; *Rpl11*-F: CGATCTGGGCATCAAGTACGA; *Rpl11*-R: TTGCGCTTCCTGTGGTTCAC. Results are presented as 2^−ΔΔCt^ values normalized to the expression of Rpl11 and control samples. All reactions were performed in triplicate.

### Statistical analysis

Significance in flight muscle performance and climbing ability was determined using one-way ANOVA or two-way ANOVA with posthoc Sidak’s method for multiple comparisons or two-sided unpaired *t*-tests. Lipid droplet size and density differences were performed by one-way ANOVA with post hoc Sidak’s method or two-sided unpaired *t*-tests. For western blot analysis, differences between samples were determined using two-way ANOVA with posthoc Sidak’s method. Relative ATP quantification analyses were made using two-sided unpaired *t*-tests. Bar graphs show mean ± SEM. All statistical analyses were performed with GraphPad Prism 9.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Reporting Summary

## Data Availability

The RNA-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession number GSE205334. Genome assembly used in this paper (dm6) is publicly available. Uncropped immunoblots and source data underlying graphs are presented in the “Source Data” file. The reporting summary and supplementary data 1–8 for this article are available under supplementary information. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Time-restricted feeding promotes muscle function through purine cycle and AMPK signaling in Drosophila obesity models
**Source:** Nat Commun. 2023 Feb 21;14:949. doi: 10.1038/s41467-023-36474-4
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**Supplementary Data 1:** Expression (Log Norm Count) of *Drosophila* skeletal muscle transcripts under ALF and TRF in WT, HFD, and *Sk2* models.

**Supplementary Data 2:** Differentially expressed gene analysis from DeSeq2 under TRF versus ALF in WT.

**Supplementary Data 3:** Differentially expressed gene analysis from DeSeq2 under TRF versus ALF in HFD.

**Supplementary Data 4:** Differentially expressed gene analysis from DeSeq2 under TRF versus ALF in *Sk2*.

**Supplementary Data 5:** FPKM of genes upregulated in HFD-TRF.

**Supplementary Data 6:** FPKM of genes upregulated in *Sk2*-TRF.

**Supplementary Data 7:** Average FPKM of all genes in pathways seen in Human (restricted vs unrestricted) Genes.

**Supplementary Data 8:** Glossary of *Drosophila* orthologs of human genes and metabolite abbreviations.

How the deposited data were processed for this re-analysis (not part of the article)

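RNA was measured in IFM of WT flies, flies on HFD and *Sk2* flies under ALF or TRF. Each sample pooled 10 flies at 3 weeks of age, collected every 4 h from ZT3 to ZT23, with food access for 24 h (ALF) or 12 h (TRF) per day. The authors deposited raw counts per gene, in a single table of 36 libraries and 16727 genes. According to the paper's methods and the table itself, reads were aligned to dm6 with STAR and counted with featureCounts over exons, on the reverse strand, without reads that map to several places or overlap several genes. The deposited counts are whole numbers and were used as such. The paper's methods and the authors' description of the deposited data differ in the STAR version and genome build they name; the annotation named in the table is of dm6, and gene positions are given on dm6.

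The 6 groups of model and feeding regimen came from the library names. The 34 libraries left after the paper's exclusions were used, without WT-TRF at ZT11 and *Sk2*-ALF at ZT23, and every comparison was repeated over all 36. Libraries of the same time point in ALF and TRF were treated as pairs only in the block and sign-flip tests, in the count of time points with the same direction, and where ALF and TRF were exchanged within time points (the splits and the paired share of variance), because they share a time point and not a known batch. The average correlation of libraries of the same time point, against that of different time points, was computed for each model as a check of the pairing. Library totals ranged from 3329519 to 30682673 counts (median 12765728.5), and values at or under 3 counts were treated as the floor. Standard errors from edgeR cover the spread between libraries; floors cover counting error only.

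Differential expression was computed in R 4.3.3 with edgeR 4.0.16 (filterByExpr, TMM normalization, glmQLFit and glmQLFTest on 6 group means). A gene was counted as changed at a fold change of at least 1.25 and an unadjusted p of at most 0.05, as in the paper. Adjusted p-values are Benjamini-Hochberg values over all genes tested in a comparison. The difference of the TRF effect between models was tested in the same fit. CPM values are TMM-normalized, and log2 CPM used a prior count of 2. Gene lists were tested with camera from limma 3.58.1. DESeq2 1.42.0 served for regularized logarithms and as an alternative test. Exact permutation tests were two-sided and used the log2 CPM of the libraries of a model. Rhythm was computed in Python 3.11.15 with NumPy 2.4.6 and pandas 2.3.3, with 132 templates of a 24-h period, phases in steps of 2 h and 200000 noise series. The empirical JTK_CYCLE program itself was not used; the procedure was re-implemented from the paper's description.

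Each step was tested on simulated data. Of 200 genes with a simulated change, edgeR found 175 past the paper's threshold together with 414 unchanged genes, and 137 at an adjusted p under 0.05 together with 7 unchanged genes. In a simulated model without any change, 433 of 9903 genes were past the paper's threshold and 0 had an adjusted p under 0.05. The simulated counts were drawn independently for each gene, without correlation between genes or time of day. With ALF and TRF exchanged within time points, real libraries gave up to 1015 genes past the threshold in WT, 1517 in HFD and 691 in *Sk2*. Up to 126, 59 and 0 of them had an adjusted p under 0.05, so the simulation understates false calls here.

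The genes named were set by a rule before the data were examined: every gene the paper names in its text, figure panels or Supplementary Data 5 and 6 for these libraries, marker genes of other tissues, the *Sk2* gene, and for each comparison the 3 genes with the largest change among those with an adjusted p under 0.05, a mean count of at least 50 and the same direction at every time point. The tests, libraries and other settings were also set before the data were examined. The lists of antimicrobial peptide and DNA replication genes were written after the table was opened and before any change in expression was computed. The genes with the highest counts had been seen by then. The paper had reported both pathways from the same libraries. Genes outside the rule are marked where they are named. The other settings were all 36 libraries, 32 libraries without the counterparts of the excluded ones, a fit of only the groups compared, at least 10 counts in every library, no filter, RLE size factors, the time point as a block, DESeq2, and leaving out each library in turn. For rhythm they were symmetric templates, a fold of at least 2, a single cycle, a cosine fit, all 36 libraries and the same time points. For the variance they were 1000 genes, all genes and log2 CPM. Alternatives added after the values were seen are marked in the closing section.

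Enrichment of Gene Ontology and Reactome terms was not repeated. Metabolite, behavioural, histological and qPCR measurements of the paper were not analysed here.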

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

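The test of the ovary markers over all 36 libraries was chosen only after its result was seen. A single library lay far from the rest of its group in 17 of 158 groups examined, against 7.9 by chance.

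The excluded WT-TRF library at ZT11 had scores (mean log2 CPM) of 7.447 for DNA replication and cell division (1.47 to 1.73 in the other WT-TRF libraries), 3.237 for ovary markers (-1.60 to -0.76) and 9.513 for flight muscle markers (10.8 to 11.12). The excluded *Sk2*-ALF library at ZT23 had scores of 6.6271 and 3.1459 for replication and ovary markers. The paper excluded both libraries as outliers. With the ovary marker score as a covariate, the median log2 fold change of 19 replication genes in *Sk2* over all 36 libraries changed from -2.71 to 0.47, a fall of 117.3%. In WT, 1041 genes were higher under TRF over all 36 libraries, and 761 with the score. Of 914 genes that were higher over all 36 libraries and not over 34, 623 were still higher with the score. RNA from ovary may be a source of the replication signal in *Sk2*. For most of these WT genes the score did not remove the change, which does not argue against ovary RNA. The markers in the score did not move together in WT. The excluded WT-TRF library held 726 CPM of *osk* but 0 counts of *Cp36* and *BicC*. *Cp36* instead had a mean of 47.7 CPM in WT-ALF. The score and the replication genes rise together in the same libraries, so the covariate cannot part the source from the signal. No biological explanation was tested.

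The *Sk2*-TRF library at ZT19, which the paper kept, was high in gut markers (6.734, others 4.05 to 5.02), ovary markers (-0.2106, others -2.29 to -1.87) and replication genes (2.841, others 1.07 to 1.66). The *Sk2*-ALF library at ZT15, also kept, was higher still in ovary markers (1.28, other kept *Sk2*-ALF libraries -2.10 to -1.47) and replication genes (3.34). In WT-ALF, the kept libraries at ZT7 and ZT11 had ovary scores of 0.98 and 0.69 (others -1.49 to -0.26). Their replication scores were 3.28 and 1.84. With the ovary score as a covariate, 333 genes were lower under TRF in *Sk2* in place of 394, a fall of 15.48%, with 281 genes in both. Ovary RNA in an ALF library could lower such genes under TRF, while in the TRF library at ZT19 it would act the other way; the covariate does not part these libraries. HFD-ALF at ZT11 was low in replication genes (0.9889, others 1.34 to 1.50), and HFD-ALF at ZT7 high in antimicrobial peptides (9.572, others 6.91 to 7.84); no explanation was tested for these. At ZT11 the replication scores of the libraries other than the excluded one were 0.99 to 1.84, and at ZT23 1.05 to 1.53, so a time of day shared by the groups does not explain the 2 excluded libraries. A change at 1 time point of 1 group cannot be told apart from a single aberrant library, since each held 1 library.

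Single libraries stood apart for several genes, in CPM: *CG6188* in WT-ALF at ZT3 (3.897), *CG1942* in HFD-ALF at ZT15 (3.749), *CG13992* in *Sk2*-ALF at ZT15 (5.747), *CG6767* in HFD-TRF at ZT11 (707.7), *Crtc* in HFD-TRF at ZT7 (106.2), *CG1941* in *Sk2*-ALF at ZT11 (48.99), *CG1946* in HFD-ALF at ZT7 (6.844) and in *Sk2*-ALF at ZT19 (3.788), and *CG31810* in *Sk2*-TRF at ZT3 (2.781). Without the respective library, the log2 fold changes of *CG1941* and *CG1946* in *Sk2* changed sign, to 0.010 and 0.174. The lower *CG13992* in *Sk2*-TRF rests in large part on the *Sk2*-ALF library at ZT15, since the log2 fold changes with each library left out ranged from -4.26 to -1.96.

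The TRF effect differed between models for 5 genes at an adjusted p under 0.05, chosen after their values were seen: *TyrRII* between *Sk2* and WT (-2.33928), and *Ntmt* (0.693206), *Gld* (-3.53254), *scpr-C* (2.44382) and *CG32809* (1.14943) between *Sk2* and HFD. With ALF and TRF exchanged within time points, 11 of 100 splits, the real one included, gave as many genes for *Sk2* against WT, so that difference was not larger than other groupings give. For *Sk2* against HFD only the real one did, and the other splits gave at most 2 genes. Other technical explanations were not tested for these genes. With the time point as a block 0 genes remained in each comparison (634 and 1106 at an unadjusted p under 0.05).

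The paper states that genes for the beta and gamma subunits of AMPK were not found. In *Sk2*-TRF, *alc* had a mean of 78.8511 CPM and *SNF4Agamma* of 545.421 CPM, far above the 3 counts that the depth can show. The paper's own WT comparison (Supplementary Data 2) lists *alc*, with a log2 fold change of 0.159. Why the paper gives these genes as not found was not tested.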

How the results depend on the processing

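The alternatives DESeq2 with all 36 libraries, the mean of the WT and *Sk2* effects, WT and *Sk2* together, leaving out libraries for rhythm and variance, and the exchange within time points for the variance were chosen only after the values were seen; the tests of the splits and of depth were not. The cause of each change below was not tested unless a value is given for it.

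Of the comparisons' results under alternatives other than leaving out libraries, 122 values stayed within the limits set and 74 moved. Over all 36 libraries, genes higher under TRF numbered 1041 in WT and 248 in HFD, 1 gene was higher and 1 lower in all 3 models, and genes with an adjusted p under 0.05 numbered 0 in HFD (962 at an unadjusted p under 0.05) and 1 in *Sk2*. Genes with a different TRF effect numbered 188 for *Sk2* against WT and 2 for *Sk2* against HFD. With at least 10 counts in every library, genes higher numbered 175 in WT and 232 in HFD, genes lower 211 in WT and 252 in *Sk2*, and 0 genes in *Sk2* had an adjusted p under 0.05 (661 at an unadjusted p under 0.05). Differences between models numbered 0 for *Sk2* against WT (507 unadjusted) and 2 for *Sk2* against HFD. With 32 libraries, 1 gene was higher in all 3 models, 2 genes in *Sk2* and 1 in WT had an adjusted p under 0.05, and differences numbered 1 for *Sk2* against HFD and 0 for *Sk2* against WT (651 unadjusted). With the time point as a block, 1 gene was higher in all 3 models, 0 genes in *Sk2* had an adjusted p under 0.05 (723 unadjusted), and differences numbered 0 for *Sk2* against HFD (1106 unadjusted) and 0 for *Sk2* against WT (634 unadjusted). In WT, libraries of the same time point were not more alike (r = -0.011) than those of different time points (0.0023), and the block gave 238 genes higher and 346 lower, of which 198 and 266 were among those found without it. With only the groups compared, genes with an adjusted p under 0.05 numbered 0 in HFD (974 unadjusted) and 0 in *Sk2* (1008 unadjusted), and differences 1 for *Sk2* against HFD and 0 for *Sk2* against WT (834 unadjusted). With no low-count filter, the latter was also 0 (954 unadjusted).

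With DESeq2, genes with an adjusted p under 0.05 numbered 1 in WT, 48 in HFD and 24 in *Sk2*, and differences 3 for HFD against WT, 8 for *Sk2* against WT and 32 for *Sk2* against HFD. DESeq2 with all 36 libraries gave 837 genes higher in WT and 464 in *Sk2*, 1 higher in all 3 models, 5, 20 and 28 genes with an adjusted p under 0.05 in WT, HFD and *Sk2*, and differences of 6 for HFD against WT and 127 for *Sk2* against WT. With WT and *Sk2* together for WT, it gave 5 genes higher and 5 lower in all 3 models and 13 genes with an adjusted p under 0.05. The mean of the WT and *Sk2* effects gave 174 genes higher over the 34 libraries and 153 over all 36, with 1 gene at an adjusted p under 0.05 in each. RLE size factors moved none of these counts beyond the limits. With them, 298 genes were higher and 290 lower in WT, and 337 and 342 in *Sk2*. With only the groups compared, 281 were higher and 226 lower in WT, and 369 and 363 in *Sk2*. The balance of higher and lower genes thus turned in WT under both settings, and in *Sk2* with only the groups compared. Apart from leaving out libraries, the other settings with 34 or 32 libraries kept more genes lower than higher in both models.

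Across the fits that each left out 1 library, genes higher numbered 235 to 388 in WT, 286 to 686 in HFD and 119 to 395 in *Sk2*, and genes lower 230 to 402, 531 to 890 and 340 to 600. Genes with an adjusted p under 0.05 numbered 0 to 1, 0 to 101 and 2 to 12. The median log2 fold change of the purine and folate genes in HFD was 0.67 to 1.17, and of the energy genes in *Sk2* 0.34 to 0.47. The variance between models was 39.1% to 42.1%, and that of a shift between feeding regimens shared by the models 2.18% to 3.12%. With exchange only within time points, the latter was 2.60% over 16 pairs (exact permutation test, p = 0.13), and over all 36 libraries 1.86% (exact permutation test, p = 0.444). Rhythmic genes numbered 5387 to 6313 in WT-ALF, 4776 to 5958 in WT-TRF, 4660 to 6960 in HFD-ALF, 5411 to 6948 in HFD-TRF, 5218 to 6239 in *Sk2*-ALF and 4660 to 6824 in *Sk2*-TRF.

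Rhythmic genes numbered 0 in all 6 groups on the single cycle by exact permutation, which cannot pass the threshold in this design (0 at an unadjusted p under 0.05). They also numbered 0 with the cosine fit (475, 824, 371, 922, 630 and 465 at an unadjusted p under 0.05 in WT-ALF, WT-TRF, HFD-ALF, HFD-TRF, *Sk2*-ALF and *Sk2*-TRF). In the same order, symmetric templates gave 1705, 3158, 1415, 2329, 3117 and 1830, and a fold of at least 2 gave 2418, 2631, 2698, 2603, 2768 and 1880. With the order of the libraries over the time points changed, as many rhythmic genes were found in 24 of 60, 26 of 100, 23 of 60, 16 of 60, 17 of 100 and 17 of 60 orders, the real one included, so none of the 6 counts was larger than other orders give.

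With ALF and TRF exchanged within time points and the real grouping counted among the splits, as many genes past the paper's threshold were found in 9 of 32 splits in WT, 4 of 32 in HFD and 2 of 32 in *Sk2*, and as many with an adjusted p under 0.05 in 32 of 32, 2 of 32 and 1 of 32. In *Sk2* that 1 was the real grouping, with 8 genes against 0 in every other split. As many genes higher in all 3 models were found in 5 of 100 splits and as many different between HFD and WT in 100 of 100. As many lower were found only in the real grouping, with 3 genes against at most 2. The purine median was reached in 2 of 32 splits and the energy median only in the real grouping, but those genes were chosen from these libraries, so neither count shows stability. The same holds for random lists of the same expression and gene length, among which both medians were at percentile 100.

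Of 55 gene results, 33 were past the paper's threshold. Under alternatives other than leaving out libraries, 407 gene values kept their direction and side of the threshold, 8 became weaker, 6 stronger and 1 changed sign, *CG3209* in HFD with at least 10 counts (-0.0014). With each library left out, 579 of 630 did so, 34 became weaker, 11 stronger and 6 changed sign. The last were *CG3209* in HFD without HFD-ALF at ZT3 (-0.022) and HFD-TRF at ZT11 (-0.013), *CG1941* in *Sk2* without *Sk2*-ALF at ZT11 (0.010), *CG1942* in WT without WT-ALF at ZT19 (0.012), *CG1946* in *Sk2* without *Sk2*-ALF at ZT19 (0.174), and *Crtc* in WT without WT-TRF at ZT15 (-0.0055). Over these fits the log2 fold changes ranged from -0.022 to 0.094 for *CG3209*, -0.49 to 0.010 for *CG1941*, -0.60 to 0.012 for *CG1942*, -2.47 to 0.174 for *CG1946* and -0.0055 to 0.12 for *Crtc*.

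Depth limited the counts to some degree. Thinned to 3329519 counts per library, 81.88% of the number of genes past the threshold was left in WT, 81.13% in HFD and 87.37% in *Sk2*, with 347, 713 and 399 genes in both. In *Sk2* the balance turned, from 279 genes higher and 394 lower to 302 higher and 286 lower. In WT 217 were higher and 271 lower after thinning, and in HFD 292 and 628. Genes with an adjusted p under 0.05 fell further, from 6 to 2 in HFD and from 8 to 1 in *Sk2*, and stayed at 0 in WT. Without the 50 genes of the largest counts, the ratios were 0.9933, 0.9912 and 0.9822. The log2 fold change correlated with gene length at rho = 0.1441, 0.03027 and -0.1117.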

Differences from the paper's values

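The settings that combine WT and *Sk2* libraries were chosen after seeing the values. Of 40 log2 fold changes and 8 counts compared, 4 values differed, by over 1.5-fold for a count, and for a log2 fold change by more than its standard error or in sign. Other counts came close to that limit and are not to be read as equal. The paper gives 270 genes higher in HFD and 408 higher and 579 lower in *Sk2*, against 402, 279 and 394 here. The order of HFD and *Sk2* in genes higher was thus reversed over the 34 libraries. The paper's order returned over all 36 libraries (248 in HFD and 390 in *Sk2*). It also returned with RLE size factors (336 and 337) and with only the groups compared (351 and 369). The reversal remained with 32 libraries (329 and 190), the time point as a block (414 and 220) and DESeq2 (391 and 384). It remained too with at least 10 counts in every library (232 and 228) and no low-count filter (578 and 394). Genes lower numbered 324 in WT and 732 in HFD against the paper's 236 and 636. In all 3 models 3 genes were lower in both, but only *CG7997* was the same gene.

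Over the 34 libraries, 272 genes were higher under TRF in WT against the paper's 143. Of the alternatives set before the data were examined, at least 10 counts in every library gave 175, which did not differ. The gap remained with 32 libraries (307), DESeq2 (335), RLE size factors (298), the time point as a block (238), all 36 libraries (1041), no low-count filter (341), only the groups compared (281) and each library left out (235 to 388). WT and *Sk2* together in DESeq2 over all 36 libraries gave 182, and the mean of the WT and *Sk2* effects 174 over 34 libraries and 153 over all 36; these were chosen after seeing the values.

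In all 3 models 2 genes were higher under TRF against the paper's 5. None of the alternatives set before the data were examined closed the gap (1 or 2 genes). DESeq2 with all 36 libraries and WT and *Sk2* together for WT, chosen after seeing the values, gave 5 genes (*CR45144*, *CG6385*, *Lsp2*, *CG5955* and *CG6188*), and also 5 lower genes (*CG13992*, *CG1942*, *CG1946*, *CG12374* and *CG7997*); *Grass* was not among them. *CR45144* and *CG12374* are named after their values were seen.

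The log2 fold change of *CG6188* in *Sk2* was 2.13 against the paper's 1.26. The difference lay within the error with DESeq2 (2.10), the time point as a block (2.03) and only the groups compared (2.11), and beyond it with 32 libraries (2.299), RLE size factors (2.14), all 36 libraries (2.31) and no low-count filter (2.16). It came nearest to the paper's value without the *Sk2*-TRF library at ZT19 (1.37). The log2 fold change of *CG13992* in *Sk2* was -3.96 against the paper's -2.01, with values from -4.03 to -3.35 under the alternatives other than leaving out libraries. Without the *Sk2*-ALF library at ZT15 it was -1.96, near the paper's value.

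The paper names *CG6188*, *CG6385* and *Grass* as higher in each model. Here *CG6188* was short of the paper's threshold in WT (0.90), and *CG6385* and *Grass* in WT (0.40 and 0.40) and *Sk2* (0.43 and 0.35); *CG6385* in *Sk2* passed it over all 36 libraries (0.56), with the time point as a block (0.50) and without *Sk2*-ALF at ZT11 (0.59) or ZT15 (0.62), and in WT with only the groups compared (0.44) and without WT-TRF at ZT3 (0.54). The paper names *CG1942* and *CG13992* as lower in each model, and both were short of the threshold in WT (-0.44 and -1.58). *Cyc* in HFD, which the paper gives as unchanged, passed it (0.37), but not over all 36 libraries (0.35). *Ampkα* in *Sk2*, which the paper gives as higher, fell short of it (0.30) and passed it over all 36 libraries (0.35) and without *Sk2*-ALF (0.34) or *Sk2*-TRF (0.35) at ZT19. The paper gives *Per* in HFD-ALF as arrhythmic; its q was 0.0155, and over all 36 libraries 0.111, not rhythmic. *Eno* and *Pgk*, which the paper gives as gaining rhythmicity under TRF in *Sk2*, were also called in *Sk2*-ALF (q = 0.0180 for both); over all 36 libraries *Pgk* was not (q = 0.117). The paper describes *CG1941* (apart from HFD) and *CG1946* as slightly lower. In HFD *CG1946* fell by 2.27 on the log2 scale, and by 0.69 without the HFD-ALF library at ZT7, which held 6.844 CPM against 0.095 to 0.770 CPM in the other HFD-ALF libraries. The peak at ZT11 of the purine genes, which the paper describes as similar in *Sk2*, was found for 1 of 9 genes in *Sk2*-TRF and 8 of 9 in *Sk2*-ALF. Subunit genes of AMPK that the paper gives as absent, *alc* and *SNF4Agamma*, were counted in every group.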

Other observations

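The tests of combined WT and *Sk2* libraries, of all 36 libraries in the paper's tables, and of library names on centred values were chosen only after the result was seen; 23 models were tried for the WT table.

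In the paper's Supplementary Data 2 to 4, the mean normalized count of 100% of 1998 genes equalled the mean over all 36 libraries within 0.1%, and of 2.302% to 4.755% the mean over 34. The tables are thus consistent with all 36 libraries having entered the normalization. The paper's WT log2 fold changes differed from a DESeq2 fit of WT alone over 34 libraries by a median of 0.108, and from a fit of WT and *Sk2* together over all 36 by 0.0079, a ratio of 13.62 over 1525 genes. A candidate explanation is that *Sk2* libraries entered the WT comparison. The paper's *Sk2* log2 fold changes differed from a DESeq2 fit over 34 libraries by a median of 0.0719 (rho = 0.917) and over all 36 by 0.0286 (rho = 0.997, 1620 genes), so the excluded *Sk2*-ALF library may have entered that comparison too. In HFD the 2 fits were about equally close (0.0172 and 0.0157). None of the 23 models gave the paper's WT counts exactly.

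Whether library names were exchanged was tested against the paper's Supplementary Data 1. By Spearman correlation 2 of 36 libraries were closer to another column than to their own, with correlations of at least 0.967 for their own and up to 0.971 for another, which hardly parts libraries. On values centred per gene, 0 of 36 were (own r at least 0.993, others up to 0.766). An exchange of names between the deposited counts and Supplementary Data 1 is thus unlikely. An exchange made before both would not show in this comparison.

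RNA from other tissues was tested with marker genes. With the fat body score as a covariate, the median log2 fold change of the 5 common higher genes over the 3 models fell from 0.90 to 0.71, by 20.98%. Single values fell further, from 0.82 to 0.40 for *CG5955* and from 0.35 to 0.16 for *Grass* in *Sk2*. *CG6385* in HFD, the only 1 of these with an adjusted p under 0.05 (0.0244, edgeR), had 0.0769 with the score. Its log2 fold change went only from 1.28 to 1.21, so the higher adjusted p says little about fat body RNA for this gene. With the neuron score, genes lower in HFD fell from 732 to 491, by 32.92%, with 223 genes in both. With the gut score, genes higher in HFD rose from 402 to 477 (a change of -18.66%), with 377 in both. Fat body and neural RNA may thus account for part of these differences, and gut RNA did not lower the count.

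The mean score of antimicrobial peptide genes rose under TRF in HFD, while in *Sk2* it was higher at 2 of 5 time points with a mean difference of -1.54, not larger than the spread between time points (exact two-sided sign-flip permutation test, p = 0.25). The difference between *Sk2* and HFD was -3.04 (exact two-sided permutation test, p = 0.0108; 0.162 adjusted over 15 tests). With all 36 libraries the *Sk2* value was -0.67 (exact two-sided sign-flip permutation test, p = 0.625) and the difference -2.16 (exact two-sided permutation test, p = 0.108). Between HFD and WT the difference was 1.34 (exact two-sided permutation test, p = 0.0346, adjusted over 15 tests 0.184). Over all 36 libraries it was 1.46 (p = 0.0195 by the same exact test, adjusted 0.146). Between *Sk2* and WT it was -1.70 over the 34 libraries (p = 0.143 by the same exact test) and -0.70 over all 36 (p = 0.576). After adjustment, a difference between the models was thus not shown for any of these pairs. No biological explanation was tested.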
